# Lpcat3-dependent production of arachidonoyl phospholipids is a key determinant of triglyceride secretion

**DOI:** 10.7554/eLife.06557

**Published:** 2015-03-25

**Authors:** Xin Rong, Bo Wang, Merlow M Dunham, Per Niklas Hedde, Jinny S Wong, Enrico Gratton, Stephen G Young, David A Ford, Peter Tontonoz

**Keywords:** phospholipid, lipoprotein, nuclear receptor, mouse

## Abstract

The role of specific phospholipids (PLs) in lipid transport has been difficult to assess due to an inability to selectively manipulate membrane composition in vivo. Here we show that the phospholipid remodeling enzyme lysophosphatidylcholine acyltransferase 3 (Lpcat3) is a critical determinant of triglyceride (TG) secretion due to its unique ability to catalyze the incorporation of arachidonate into membranes. Mice lacking *Lpcat3* in the intestine fail to thrive during weaning and exhibit enterocyte lipid accumulation and reduced plasma TGs. Mice lacking *Lpcat3* in the liver show reduced plasma TGs, hepatosteatosis, and secrete lipid-poor very low-density lipoprotein (VLDL) lacking arachidonoyl PLs. Mechanistic studies indicate that Lpcat3 activity impacts membrane lipid mobility in living cells, suggesting a biophysical basis for the requirement of arachidonoyl PLs in lipidating lipoprotein particles. These data identify Lpcat3 as a key factor in lipoprotein production and illustrate how manipulation of membrane composition can be used as a regulatory mechanism to control metabolic pathways.

**DOI:** http://dx.doi.org/10.7554/eLife.06557.001

## eLife digest

Living cells are surrounded by a membrane that forms a barrier between the cell and its external environment. This membrane is largely made up of a variety of molecules known as lipids. The particular lipid molecules found in a cell membrane strongly influence its mobility, flexibility and other physical properties.

The liver and intestine can package lipids gained from the diet into molecules called lipoproteins, which are released into the bloodstream for use by the body. An enzyme known as Lpcat3 is found in high levels in the liver and intestine and it appears to be involved in the production of lipoproteins. Altering the amount of Lpcat3 in cells can change the types of lipids found in the cell membranes, connected to the production of lipoproteins.

Rong et al. studied newborn mice that were missing the Lpcat3 protein in either the liver or intestine. Mice lacking Lpcat3 in the intestine had higher levels of lipids inside their intestine cells and grew more slowly than normal mice. Mice lacking Lpcat3 in the liver also accumulated lipids in their cells and their bloodstream had lower levels of lipids that contain a molecule called arachidonic acid than normal mice. Further experiments showed that the loss of Lpcat3 reduces the ability of lipids to move within the cell membrane.

The experiments show that Lpcat3 plays a key role in attaching arachidonic acid to membrane lipids to promote the release of lipoproteins into the bloodstream. Rong et al.'s findings reveal that changing the type of lipids in the cell membrane plays an important role in regulating the levels of lipids in the blood.

**DOI:** http://dx.doi.org/10.7554/eLife.06557.002

## Introduction

Phospholipids (PLs) are important components of biological membranes and also serve as precursors for the generation of diverse signaling molecules (Spector and Yorek, 1985). In mammalian cells PLs synthesized de novo undergo further remodeling through deacylation by phospholipases and the subsequent and reacylation by lysophospholipid acyltransferases (Lpcats). Membrane PLs ultimately reach an equilibrium in which the majority of PL species contain a saturated acyl chain at the *sn*-1 position and an unsaturated chain at the *sn-*2 position. The Lpcat-dependent remodeling process is essential for the diversity and asymmetric distribution of acyl chains because the de novo PL synthesis pathway has little substrate specificity (Yamashita et al., 2014).

We previously identified the sterol-activated nuclear receptor LXR as an integrator of cellular lipid levels and membrane PL composition. LXR controls the expression of Lpcat3, which is the most abundant Lpcat family member in liver and intestine. Cell-based assays suggest that Lpcat3 preferentially catalyzes the synthesis of phosphatidylcholine (PC) species containing an unsaturated fatty acyl chain at the sn-2 position (Hishikawa et al., 2008; Zhao et al., 2008), but the importance of Lpcat3 activity for membrane PL composition in vivo remains to be established. We found that acute overexpression or knockdown of Lpcat3 in cultured cells or mouse liver altered the distribution of PL species, particularly those containing unsaturated fatty acyl chains (Rong et al., 2013). Moreover, we showed that the ability of the LXR-Lpcat3 pathway to promote unsaturation of membrane lipids was protective against ER stress and inflammation in the setting of cellular lipid excess. However, the in vivo relevance of LXR-dependent modulation of endogenous PL composition for systemic lipid homeostasis was unclear.

Moreover, the larger topic of the regulatory potential of dynamic phospholipid remodeling has been largely unexplored. It has been reported that modifications of PL composition influence a range of cellular processes (Holzer et al., 2011; Pinot et al., 2014). However, most analyses of the consequences of altered PL fatty acyl composition have been performed in purified membrane systems or have involved treating cells with high levels of exogenous lipids. Such experimental manipulations are unlikely to accurately model physiologic perturbations in membrane composition. The recognition that Lpcat3 activity can be regulated by cellular lipid status through LXRs raises the possibility that Lpcat3 activity could contribute to some of the well-documented effects of LXR on systemic lipid homeostasis.

The rate of lipoprotein production has been linked with the availability of PC, but the mechanisms underlying this link are not clear (Vance, 2008; Abumrad and Davidson, 2012). PC is the major PL component of lipoproteins (Ågren et al., 2005). It has been reported that active PC de novo synthesis is necessary for the biogenesis and/or secretion of very low-density lipoprotein (VLDL) from hepatocytes (Vance, 2008). However, impaired de novo PC synthesis impacts all the PC species and reduces the total PC content of cellular membranes. Whether a specific PC species is selectively required for hepatocyte lipoprotein production is unclear. In the intestine, it has been proposed that PC may enhance lipid uptake by enterocytes and/or promote chylomicron assembly and secretion (Tso et al., 1977, 1978; Voshol et al., 2000). Luminal PC is not absorbed intact, but is hydrolyzed into lysophosphatidylcholine (Lyso-PC) in the lumen and subsequently re-acylated within enterocytes by Lpcat enzymes (Nilsson, 1968; Parthasarathy et al., 1974). The mechanistic role of specific PL species in lipid transport and lipoprotein production has been difficult to address due to an inability to selectively manipulate membrane PL composition in vivo. Interestingly, the LXR pathway has been reported to promote hepatic triglyceride (TG) secretion by the liver (Okazaki et al., 2010). The possibility that PL remodeling contributes to this effect has not been tested.

We demonstrate here that Lpcat3 is uniquely required for the incorporation of arachidonic acid into membranes in vivo, and that an absence of arachidonoyl PLs profoundly affects lipid transport and lipoprotein production. Biophysical, electron microscopy (EM) and biochemical studies indicate that Lpcat3-dependent production of arachidonoyl PLs is important for lipid movement within membranes and for the efficient lipidation of apoB–containing lipoproteins. We also show that induction of Lpcat3 activity is required for the ability of LXRs to promote hepatic VLDL production. These data identify Lpcat3-dependent phospholipid remodeling as a critical, LXR-regulated step in TG secretion, and suggest that this step might be further explored as a strategy to treat hyperlipidemias.

## Results

To examine the consequence of Lpcat3 deficiency in vivo, we generated Lpcat3-deficient mice from targeted ES cells (Figure 1A). The targeted allele was ‘conditional-ready’, making it possible to create both global and tissue-specific knockout mice. The global knockout mice (i.e., homozygous for the targeted allele) showed markedly reduced levels of *Lpcat3* transcripts in liver and intestine (Figure 1B,C). Global *Lpcat3*^−/−^ mice on a C57BL/6 background were born at the expected Mendelian frequency, and their weights were indistinguishable from WT mice at birth (Figure 1D, Table 1). However, the blood glucose levels of *Lpcat3*^−/−^ mice were very low at birth, and none survived beyond day 2 (Figure 1D,E). *Lpcat3*^−/−^ pups survived for up to 6 days when given subcutaneous glucose injections, but the pups did not thrive and invariably died (Figure 1E,F). Analysis of gene expression in liver and small intestines of the pups revealed changes in a number of genes linked to lipid metabolism, some of which were common in both tissues (Figure 1G,H). Although these changes appeared consistent with a role for Lpcat3 in lipid metabolism, it was impossible to exclude the possibility that these gene-expression alterations were simply due to the extremely poor health of the mice. We therefore turned our attention to tissue-selective knockout mice, with the hope that we could obtain viable mice and decipher the function of Lpcat3.

**Figure 1.**
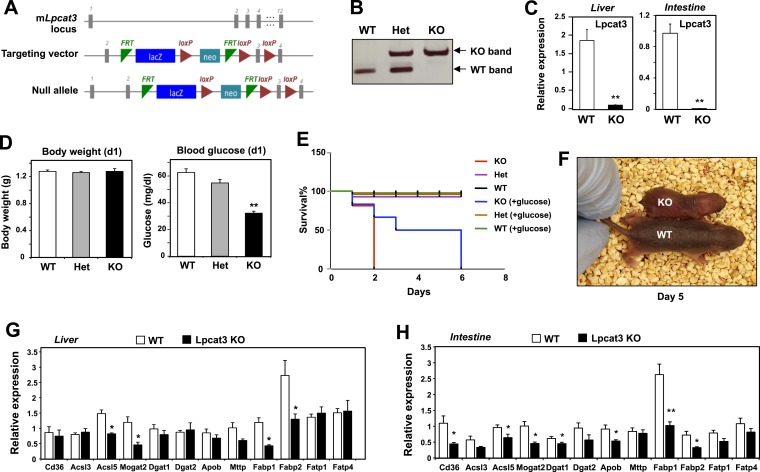
Generation and analysis of global *Lpcat3* knockout mice. (**A**) Strategy for generating global *Lpcat3* knockout mice. A ‘knock-out first/conditional-ready’ gene-targeting vector was used to generate targeted cells. A gene-trap cassette is located between the two FRT sites. *LacZ*, β-galactosidase; *neo*, neomycin phosphotransferase II. (**B**) Genotyping of *Lpcat3*^*+/+*^ (WT), *Lpcat3*^*+/−*^ (Het), and *Lpcat3*^*−/−*^ (KO) mice. Genomic DNA was prepared from tail biopsies, and PCR products were separated on a 1% agarose gel. (**C**) Expression of Lpcat3 in liver and small intestine of newborn *Lpcat3*^*−/−*^ and *Lpcat3*^*+/+*^ pups. Gene expression was quantified by real-time PCR (*n* ≥ 5/group). Values are means ± SEM. (**D**) The body weight and blood glucose of Lpcat3^+/+^ (WT), Lpcat3^−/+^ (Het), and Lpcat3^−/−^ (KO) newborn pups (n ≥ 8/group). Values are means ± SEM. (**E**) Kaplan–Meier survival curve of *Lpcat3*^*+/+*^ (WT), *Lpcat3*^−/*+*^ (Het) and *Lpcat3*^*−/−*^ (KO) pups after birth (*n* ≥ 20 mice/group). The neonatal lethality can be delayed by injection of 50 μl 10% glucose solution once per day after born. 5 *Lpcat3*^*+/+*^ (WT), 9 *Lpcat3*^*−/+*^ (Het) and 6 *Lpcat3*^*−/−*^ (KO) mice were used in the rescue experiment. (**F**) Representative photograph of *Lpcat3*^*+/+*^ (WT) and *Lpcat3*^*−/−*^ (KO) pups after 5 days of glucose injections. (**G**–**H**) Gene expression in livers (**G**) and small intestines (**H**) of *Lpcat3*^*+/+*^ (WT) and *Lpcat3*^*−/−*^ (Lpcat3 KO) newborn pups. Gene expression was quantified by real-time PCR (n ≥ 5/group). Values are means ± SEM. Statistical analysis was performed using Student's *t*-test (**C**, **G** and **H**) and one-way ANOVA with Bonferroni post-hoc tests (**D**). *p < 0.05; **p < 0.01. **DOI:** http://dx.doi.org/10.7554/eLife.06557.003

**Table 1.** Breeding data for global Lpcat3-deficient mice **DOI:** http://dx.doi.org/10.7554/eLife.06557.004

Genotype	Number of pups/mice	Observed %	Expected %	Time
WT	25	28	25	At birth
Het	43	48	50	
KO	21	23	25	
WT	50	35	25	At weaning
Het	91	64	50	
KO	0	0	25	

Genotypic ratio of newborns and weanlings obtained from Lpcat3 heterozygote intercrosses.

We generated a conditional knockout allele (*Lpcat3*^fl^) by breeding the global heterozygous knockout mice with mice expressing FLPe recombinase (Rodriguez et al., 2000). Mice harboring the ‘floxed’ *Lpcat3* allele were then crossed with albumin-Cre transgenic mice to create liver-specific Lpcat3 knockout mice (here designated ‘L-Lpcat3 KO’; Figure 2A). In contrast to the global *Lpcat3* knockout mice, L-Lpcat3 mice were born at the expected Mendelian frequency, survived to adulthood, and appeared (at least by external inspection) to be indistinguishable from control (homozygous floxed, Cre-negative) mice (Table 2 and data not shown). Expression of *Lpcat3* transcripts in whole liver from L-Lpcat3 KO mice was markedly reduced (Figure 2B). The residual expression of *Lpcat3* mRNA in the liver of Lpcat3 KO mice was likely due to persistent expression of Lpcat3 in cell types that do not express the albumin-Cre transgene (Kupffer cells, endothelial cells). Consistent with that idea, *Lpcat3* expression was reduced by >90% in primary hepatocytes from L-Lpcat3 KO mice (Figure 2B). Unfortunately, we were unable to measure levels of Lpcat3 protein because specific antibodies are not currently available. We observed no compensatory upregulation of *Lpcat1* or *Lpcat2* in livers of L-Lpcat3 KO mice (Figure 2B). *Lpcat4* expression was undetectable in the liver.

**Figure 2.**
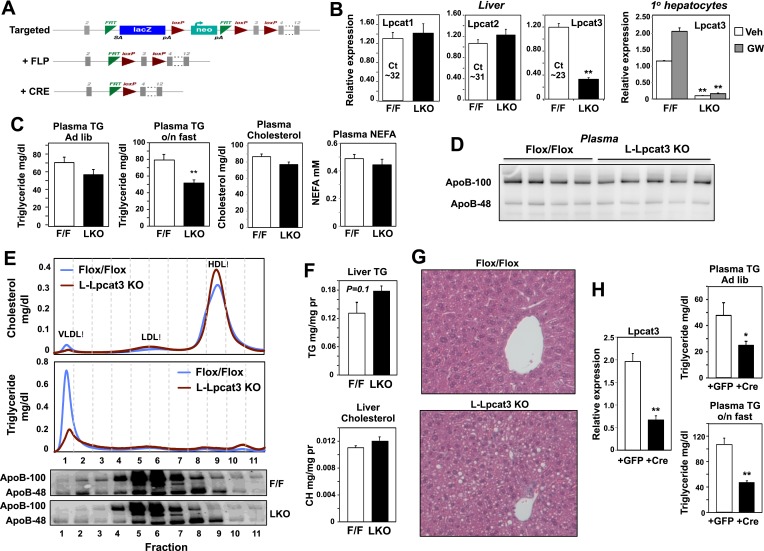
Altered triglyceride (TG) metabolism in liver-specific *Lpcat3* knockout mice. (**A**) Strategy for generating tissue-specific Lpcat knockout mice. Lpcat3^−/+^ mice carrying the conditional-ready knockout allele were mated with Flpe transgenic mice to generate the Lpcat3fl/fl mice. Lpcat3fl/fl mice were bred with tissue-specific Cre transgenic mice to generate tissue-specific Lpcat3 knockout mice. (**B**) Expression of Lpcat family members in liver of *Lpcat3*^*fl/fl*^ (F/F) and *Lpcat3*^*fl/fl*^ *Albumin-Cre* (L-KO) mice fed a chow diet. Gene expression was quantified by real-time PCR (*n* ≥ 6/group) (left panel). Primary hepatocytes from *Lpcat3*^*fl/fl*^ (F/F) and *Lpcat3*^*fl/fl*^ *Albumin-Cre* (L-KO) mice were treated overnight with 1 μM LXR agonist GW3965 (GW). Lpcat3 expression was quantified by real-time PCR (right panel). Ct values in *Lpcat3*^*fl/fl*^ liver samples were shown. Values are means ± SEM. (**C**) Plasma lipid levels in chow diet-fed *Lpcat3*^*fl/fl*^ (F/F) and *Lpcat3*^*fl/fl*^ *Albumin-Cre* (L-KO) mice under fed (*ad libitum*) or overnight (o/n) fasting (*n* ≥ 8/group). Plasma levels of cholesterol and NEFA were measured after an overnight fast. Values are means ± SEM. (**D**) Plasma was harvested from chow diet-fed *Lpcat3*^*fl/fl*^ (F/F) and *Lpcat3*^*fl/fl*^ *Albumin-Cre* (L-KO) mice after an overnight fast. ApoB protein was analyzed by western blotting and quantified (Figure 2—figure supplement 2B). (**E**) Plasma from *Lpcat3*^*fl/fl*^ (F/F) and *Lpcat3*^*fl/fl*^ *Albumin-Cre* (L-Lpcat3-KO) mice fasted overnight was pooled (*n* = 5). Lipoprotein profiles were analyzed by fast protein liquid chromatography (FPLC) (upper panel). ApoB protein in each corresponding fraction was analyzed by western blot (lower panel) and quantified (Figure 2—figure supplement 2A). (**F**) Lipid contents in livers of chow diet-fed *Lpcat3*^*fl/fl*^ (F/F) and *Lpcat3*^*fl/fl*^ *Albumin-Cre* (L-KO) mice fasted overnight (*n* ≥ 8/group). Values are means ± SEM. (**G**) Hematoxylin and eosin staining of liver sections from chow-fed *Lpcat3*^*fl/fl*^ (F/F) and *Lpcat3*^*fl/fl*^ *Albumin-Cre* (L-KO) mice after an overnight fast. (**H**) Liver expression of Lpcat3 (left panel) and plasma TG levels (right panel) in *Lpcat3*^*fl/fl*^ mice 3 weeks after being injected with an adenovirus encoding GFP or *Cre*. Mice were sacrificed under fed conditions (ad libitum) or after overnight fasting (o/n) (n ≥ 6/group). Gene expression was measured by real-time. Values are means ± SEM. Statistical analysis was performed with a Student's *t*-test (**B**, **C**, **F**, **H**). *p < 0.05; **p < 0.01. **DOI:** http://dx.doi.org/10.7554/eLife.06557.005

**Figure 2—figure supplement 1.**
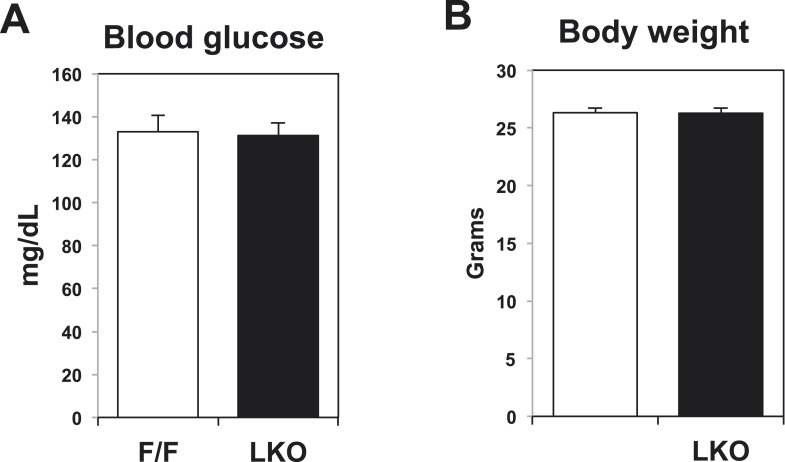
Blood glucose levels and body weight in control and liver-specific Lpcat3 KO mice (LKO). **DOI:** http://dx.doi.org/10.7554/eLife.06557.006

**Figure 2—figure supplement 2.**
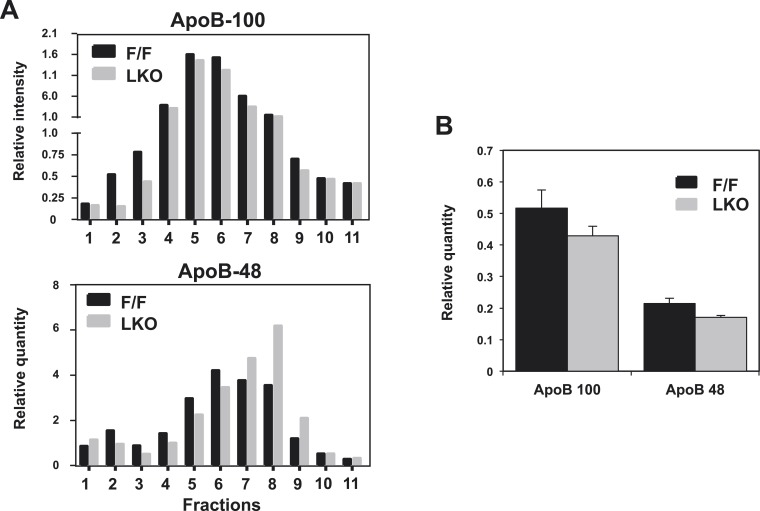
Quantification of western blots. Immunoblot results of apoB-100 and apoB-48 proteins in (**A**) Figure 2E and (**B**) Figure 2D were quantified by densitometry. **DOI:** http://dx.doi.org/10.7554/eLife.06557.007

**Table 2.** Breeding data for liver-specific Lpcat3-deficient mice **DOI:** http://dx.doi.org/10.7554/eLife.06557.008

Genotype	Number of mice	Observed %	Expected %
Flox/Flox	26	53	50
Flox/Flox^albumin-cre^	23	46	50

Genotypic ratio of adult mice obtained from *Lpcat3*^*fl/fl*^ and Lpca*t3*^*fl/fl*^ *Albumin-Cre* intercrosses.

Analysis of plasma lipid levels revealed lower plasma TG levels following an overnight fast in L-Lpcat3 KO mice compared to controls (Figure 2C). Levels of plasma total cholesterol and non-esterified free fatty acids (NEFA) were not different between groups. Body weight and fasting blood glucose levels were also not different between groups (Figure 2—figure supplement 1). Although total levels of plasma apolipoprotein B (apoB) were similar between groups (Figure 2D, Figure 2—figure supplement 2B), fractionation of plasma lipoproteins revealed lower levels of apoB in the VLDL fraction in L-Lpcat3 KO mice (Figure 2E, Figure 2—figure supplement 2A). Moreover, TG levels in the VLDL fraction were markedly reduced. We also observed a trend towards TG stores in the liver of L-Lpcat3 KO mice, along with histological evidence of increased lipid accumulation (Figure 2F,G).

As a complement to our analysis of L-Lpcat3 KO mice, which lack Lpcat3 expression in their livers from birth, we acutely deleted Lpcat3 in the liver of adult *Lpcat3*^fl/fl^ mice with a Cre-expressing adenoviral vector. Interestingly, acute inactivation of Lpcat3 resulted in a more prominent decrease in fasting plasma TG levels compared to developmental deletion (Figure 2H). Furthermore, acute deletion uncovered a decrease in ad-lib plasma TG levels that was not observed with developmental deletion (Figure 2C,H). This finding suggests that there may be partial compensation for the chronic loss of Lpcat3 in the L-Lpcat3 KO mice. Collectively, the data of Figure 2 are consistent with a potential role for Lpcat3 in hepatic TG metabolism.

To further explore a role for Lpcat3 in TG secretion, we challenged control and L-Lpcat3 KO mice with western diet (40% high fat and 0.2% cholesterol) for 9 weeks. Mice lacking hepatic Lpcat3 again showed lower total plasma TG levels (Figure 3A) and a striking loss of TG in the VLDL plasma lipoprotein fraction (Figure 3B, Figure 3—figure supplement 1A). In addition, these mice had increased levels of plasma apoB-100 compared to controls (Figure 3C, Figure 3—figure supplement 1B). Analysis of tissue lipids revealed prominent accumulation of hepatic TG and cholesterol in the liver of L-Lpcat3 KO mice (Figure 3D,E). We also challenged mice with a high-sucrose diet, which strongly stimulates hepatic lipid synthesis and secretion. On the high-sucrose diet, L-Lpcat3 KO mice exhibited hepatic TG accumulation (Figure 3F,G). The accumulation of hepatic TG in L-Lpcat3 KO mice in the setting of reduced plasma VLDL TG implied that Lpcat3 activity might be crucial for the assembly and secretion of TG-rich lipoproteins from the liver.

**Figure 3.**
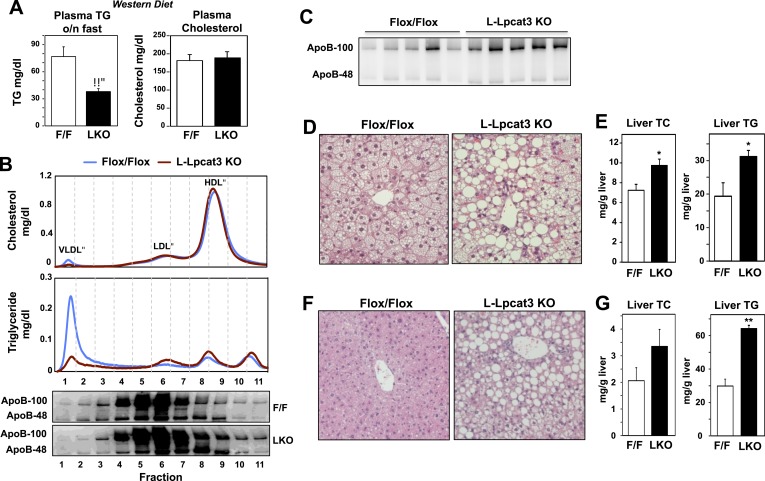
Dietary challenge accentuates metabolic phenotypes in liver-specific *Lpcat3* knockout mice. (**A**) Plasma lipids of *Lpcat3*^*fl/fl*^ (F/F) and *Lpcat3*^*fl/fl*^ *Albumin-Cre* (L-KO) mice fed on a western diet for 9 weeks. Plasma was collected from mice fasted for 6 hr (*n* ≥ 8/group). Values are means ± SEM. (**B**) Plasma samples same as in (**A**) were pooled (*n* = 5). Lipoprotein profile was analyzed by FPLC (upper panel). ApoB protein in each fraction was analyzed by western blot (lower panel) and quantified (Figure 3—figure supplement 1A). (**C**) ApoB protein in plasma samples same as in (**A**) was analyzed by western blot and quantified (Figure 3—figure supplement 1B). (**D**–**E**) Hematoxylin and eosin staining (**D**) and lipid contents (**E**) of livers from western diet-fed *Lpcat3*^*fl/fl*^ (F/F) and *Lpcat3*^*fl/fl*^ *Albumin-Cre* (L-KO) mice. Values are means ± SEM. (**F**–**G**) Hematoxylin and eosin staining (**F**) and lipid contents (**G**) of livers from high sucrose diet-fed *Lpcat*3fl/fl (F/F) and Lpcat3fl/fl Albumin-Cre (L-KO) mice. Mice were fed on diet for 3 weeks and sacrificed after 6 hr fasting. Values are means ± SEM. Statistical analysis was performed using Student's *t*-test (**A**, **E** and **G**). *p < 0.05; **p < 0.01. **DOI:** http://dx.doi.org/10.7554/eLife.06557.009

**Figure 3—figure supplement 1.**
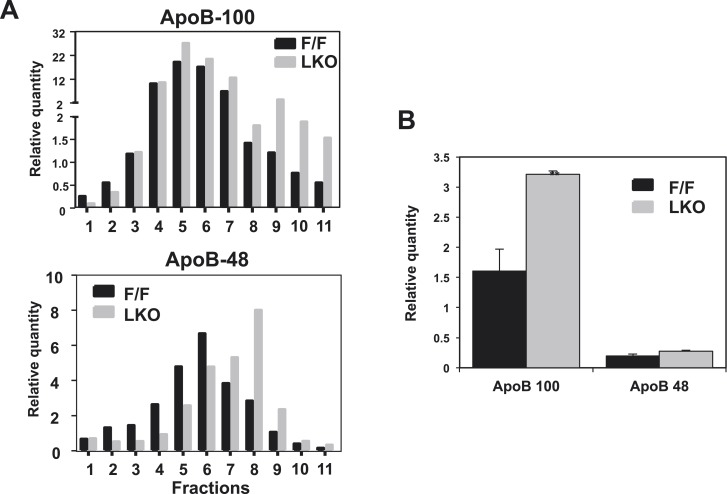
Quantification of western blots. Immunoblot blot results of apoB-100 and apoB-48 proteins in (**A**) Figure 3B and (**B**) Figure 3C were quantified by densitometry. **DOI:** http://dx.doi.org/10.7554/eLife.06557.010

Lpcat3 is expressed at high levels in intestine as well as in the liver. We showed previously that hepatic *Lpcat3* expression is regulated by the sterol-activated nuclear receptor LXR (Rong et al., 2013). Here, we showed that intestinal Lpcat3 expression is strongly responsive to the administration of a synthetic LXR-agonist, GW3965 (Figure 4A). To address whether Lpcat3 activity may also be important for TG metabolism in intestinal enterocytes, we generated intestine-specific Lpcat3 KO mice (I-Lpcat3 KO) by crossing the floxed mice to villin-*Cre* transgenics. I-Lpcat3 KO mice were born at the predicted Mendelian frequency, and their body weights at birth were comparable to controls (Table 3, Figure 4B). However, even though the pups suckled, they failed to thrive and showed severe growth retardation by 1 week of age (Figure 4C). Expression of *Lpcat3* was reduced more than 90% in duodenum of I-Lpcat3 KO mice as expected, and there was no compensatory increase in expression of *Lpcat1*, *Lpcat2* or *Lpcat4* (Figure 4D). Blood glucose levels in 1-week-old I-Lpcat3 pups were very low (Figure 4E), consistent with results obtained with global knockouts (Figure 1). Plasma insulin levels were also correspondingly reduced. Plasma TG levels were lower and total cholesterol and NEFA levels were unchanged in I-Lpcat3 KO pups (Figure 4E). Histological analysis of intestines from I-Lpcat3 KO pups revealed a dramatic accumulation of cytosolic lipid droplets in intestinal enterocytes (Figure 4F), a phenotype reminiscent of intestinal apoB-deficient mice. Analysis of intestinal gene expression in I-Lpcat3 KO mice revealed reduced expression of several genes linked to intestinal TG metabolism, including *Apob*, *Cd36*, *Dgat2*, and *Mogat2* (Figure 4G). Given the massive enterocyte lipid accumulation in enterocytes, it is conceivable that some of those gene-expression changes were due, at least in part, to poor nutrition or cell toxicity. Nevertheless, these data were consistent with a role for Lpcat3 in TG mobilization and secretion–in the intestine as well as in the liver.

**Figure 4.**
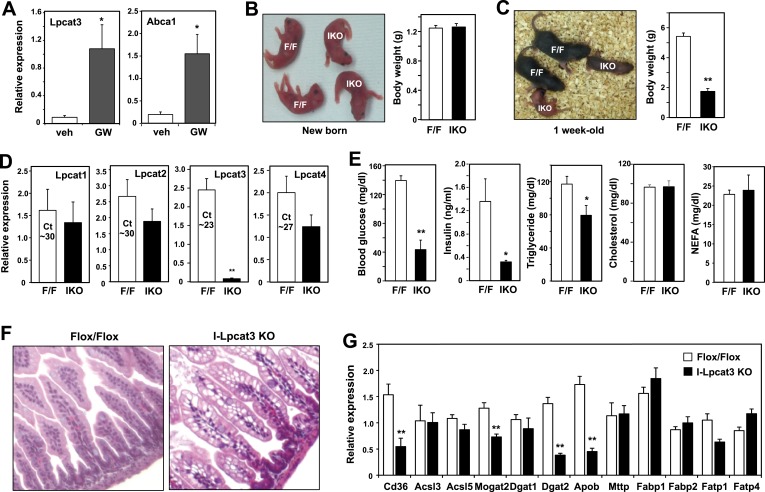
Altered TG metabolism in intestine-specific Lpcat3 knockout mice. (**A**) Induction of Lpcat3 mRNA expression in duodenum of mice treated with 40 mg/kg/day GW3956 by oral gavage for 3 days (*n* = 5/group). Gene expression was measured by real-time PCR. Values are means ± SEM. (**B**) Representative photograph and body weight of newborn *Lpcat3*^*fl/fl*^ *Villin-cre* (IKO) and control *Lpcat3*^*fl/fl*^ (F/F) pups (*n* = 5/group for body weight measurement). Values are means ± SEM. (**C**) Representative photograph and body weight of 1 week-old *Lpcat3*^*fl/fl*^ *Villin-cre* (IKO) and control *Lpcat3*^*fl/fl*^ (F/F) pups (*n* ≥ 6/group for body weight measurement). Values are means ± SEM. (**D**) Expression of Lpcat family members in 1 week-old *Lpcat3*^*fl/fl*^ (F/F) and *Lpcat3*^*fl/fl*^ *Villin-cre* (IKO) duodenum measured by real-time PCR (*n* ≥ 6/group). Ct values of F/F samples were shown. Values are means ± SEM. (**E**) Blood glucose, plasma lipids and insulin levels in 1 week-old *Lpcat3*^*fl/fl*^ (F/F) and *Lpcat3*^*fl/fl*^ *Villin-cre* (IKO) pups (*n* ≥ 6/group). Values are means ± SEM. (**F**) Hematoxylin and eosin staining of intestines from 1 week-old *Lpcat3*^*fl/fl*^ (WT) and *Lpcat3*^*fl/fl*^ *Villin-cre* (IKO) pups. (**G**) Expression of genes in duodenum of 1 week-old *Lpcat3*^*fl/fl*^ (WT) and *Lpcat3*^*fl/fl*^ *Villin-cre* (IKO) pups. Gene expression was measured by real-time PCR (*n* ≥ 6/group). Values are means ± SEM. Statistical analysis was performed using Student's *t*-test (**A**, **B**, **D**, **E** and **F**). *p < 0.05; **p < 0.01. **DOI:** http://dx.doi.org/10.7554/eLife.06557.011

**Table 3.** Breeding data for intestine-specific Lpcat3-deficient mice **DOI:** http://dx.doi.org/10.7554/eLife.06557.012

Genotype	Number of pups/mice	Observed %	Expected %	Time
WT	25	28	25	At birth
Het	43	48	50	
KO	21	23	25	

Genotype	Number of pups	Observed %	Expected %	Time
F/F, Cre+	20	24	25	At birth
F/F, Cre−	24	28	25	
F/+, Cre+	19	22	25	
F/+, Cre−	20	24	25	
F/F, Cre+	12	16	25	1 week old
F/F, Cre−	24	32	25	
F/+, Cre+	19	25	25	
F/+, Cre−	20	26	25	

Genotypic ratio of newborns and 1 week-old pups obtained from *Lpcat3*^*fl/fl*^ and *Lpcat3*^*+/F*^ *Villin-Cre* intercrosses.

To gain insight into how the enzymatic activity of Lpcat3 was linked to these phenotypes, we performed lipidomic analyses. Previous studies using in vitro systems have profiled the substrate specificities of the four mammalian Lpcat family members (Hishikawa et al., 2008; Zhao et al., 2008). These studies suggested that Lpcat3 exhibited a preference for LysoPC and polyunsaturated fatty acyl-CoAs as substrates. Consistent with those results, we previously observed subtle changes in the levels of PC species containing polyunsaturated acyl in response to acute Lpcat3 knockdown in hepatocytes and macrophages (Rong et al., 2013). However, the consequences of a genetic inactivation of *Lpcat3* for membrane composition in vivo have never been addressed. Unexpectedly, analysis of phospholipid species in whole liver extracts from L-Lpcat3 KO mice by ESI-MS/MS revealed that Lpcat3 activity is uniquely required for the incorporation of arachidonate chains into PLs. Thus, despite the fact that Lpcat3 can catalyze the esterification of multiple unsaturated acyl chains into PC in vitro, and despite the fact that Lpcat3 is by far the most abundant Lpcat family member in the liver, the consequences of loss of Lpcat3 for PL composition were remarkably selective. The total level of PC was not different between L-Lpcat3 KO and control livers (Figure 5A). However, there were striking reductions (∼70%) in the abundance of 16:0, 20:4 PC and 18:0, 20:4 PC (nomenclature: a:b, c:d; where a and c are the number of carbons and b and d are the number of double bonds of the sn-1 and sn-2 aliphatic groups, respectively), two of the most abundant arachidonoyl PC species in liver membranes (Figure 5A). However, the actual reduction of 16:0, 20:4 PC and 18:0, 20:4 PCs in *hepatocyte* membranes was almost certainly much greater, given that a significant fraction of membranes in total liver extracts originate from other cell types (where Lpcat3 activity is preserved). Furthermore, we observed compensatory increases in the abundance of other PC species in L-Lpcat3 KO livers, notably those containing monounsaturated chains (e.g., 16:0, 18:1 PC and 18:0, 18:1 PC; Figure 5A).

**Figure 5.**
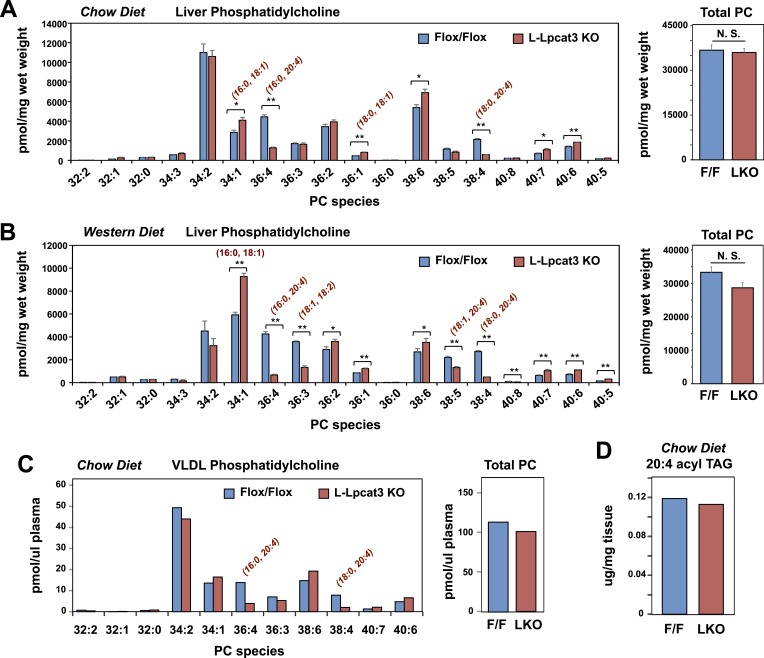
Lpcat3 is required for the incorporation of arachidonate into phosphatidylcholine (PC) in mouse liver and very low-density lipoprotein (VLDL). (**A**–**B**) ESI-MS/MS analysis of the abundance of PC species in livers from Lpcat3fl/fl (Flox/Flox) and Lpcat3fl/fl Albumin-Cre (L-Lpcat3 KO) mice fed on a chow diet (**A**) and a western diet (**B**) (n ≥ 5/group). (**C**) ESI-MS/MS analysis of the abundance of PC species in plasma VLDL fraction from Lpcat3fl/fl (fl/fl) and Lpcat3fl/fl Albumin-Cre (L-Lpcat3 KO) mice fed on a chow diet. Plasma was harvested from mice after overnight fasting. VLDL fractions were pooled from 5 mice/group. (**D**) GC-FID analysis of the abundance of arachidonoyl acyl chain in triglyceride (TAG) in livers from Lpcat3fl/fl (F/F) and Lpcat3fl/fl Albumin-Cre (L-KO) mice fed on a chow diet. Statistical analysis was performed using Student's *t*-test. Values are means ± SEM. *p < 0.05; **p < 0.01. **DOI:** http://dx.doi.org/10.7554/eLife.06557.013

**Figure 5—figure supplement 1.**
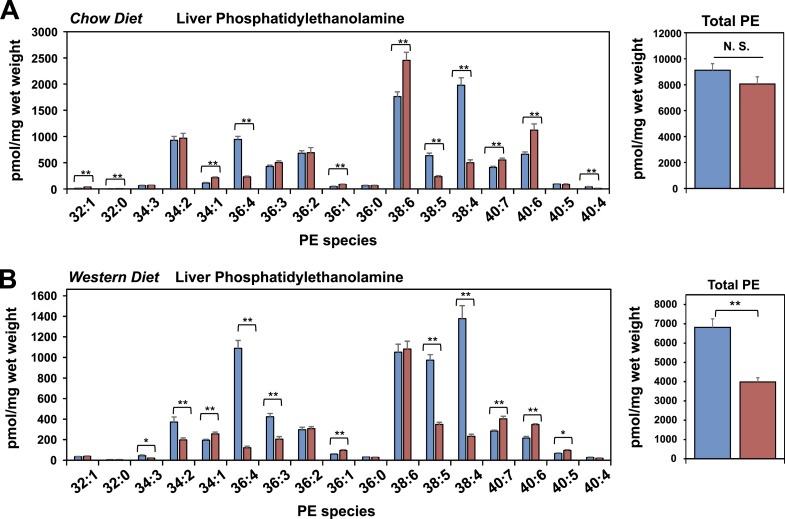
Lpcat3 is required for the incorporation of arachidonate into phosphatidylethanolamine in mouse liver. (**A**–**B**) ESI-MS/MS analysis of the abundance of phosphatidlyethanolamine (PE) species in livers from *Lpcat3*^*fl/fl*^ (Flox/Flox) and *Lpcat3*^*fl/fl*^ *Albumin-Cre* (L-Lpcat3 KO) mice fed on a chow diet (**A**) and a western diet (**B**). **DOI:** http://dx.doi.org/10.7554/eLife.06557.014

We also analyzed the effect of western diet on hepatic phospholipid composition in the presence and absence of Lpcat3. The diet increased the abundance of certain PC species, such as 16:0, 18:1 PC, presumably reflecting the abundance of oleate in the western diet. However, we observed the same prominent deficits in 16:0, 20:4 PC and 18:0, 20:4 PC on western diet as we observed on chow diet, with no change in total levels of PC (Figure 5B). In addition, there were reductions in 16:1, 18:2 PC and 18:1, 20:4 PC in western diet-fed Lpcat3 KO livers compared to controls. Severe reductions of phosphatidlyethanolamine (PE) species containing arachidonate chains were also observed in L-Lpcat3 KO mice on both chow and western diets (Figure 5—figure supplement 1). Interestingly, 16:0, 20:4 PE and 18:0, 20:4 PE are particularly abundant PE species in liver on western diet, and reductions in their levels was sufficient to reduce total PE levels.

Since unsaturated PC species are abundant in plasma lipoproteins, and since mice lacking Lpcat3 in liver or intestine show reduced plasma TG levels, we tested whether loss of Lpcat3 expression in liver would alter the phospholipid composition of VLDL secreted from the liver. After fasting L-Lpcat3 KO and control mice overnight, the VLDL was isolated from pooled plasma (n = 5 mice/group). Analysis of PC species in the pooled VLDL fractions by ESI-MS/MS revealed highly selective reductions in 16:0, 20:4 PC and 18:0, 20:4 PC (Figure 5C). Thus, the phospholipid deficits of L-Lpcat3 KO hepatic membranes are passed on to the VLDL particles that they generate, strongly suggesting that loss of these PC species is mechanistically related to the altered TG content of the particles.

Interestingly, the severe loss of arachidonate in livers of Lpcat3 KO mice on chow diet was observed in PLs, but not in TG (Figure 5D) nor in cholesterol esters (Figure 6A). There was an increase in total cholesterol ester and a number of cholesterol ester species in L-Lpcat3 KO mice, consistent with the histologic evidence of increased neutral lipid content in the liver (Figure 2). There was no accumulation of the major lipid substrates of Lpcat3 (16:0 lysoPC and 18:0 lysoPC) in L-Lpcat3 KO mice (Figure 6B), suggesting these precursors are efficiently shuttled into alternative pathways in the absence of Lpcat3. Broadly similar results were obtained from mice fed western diet, although we did observe modestly lower levels of 20:4 lysoPC (Figure 6C,D).

**Figure 6.**
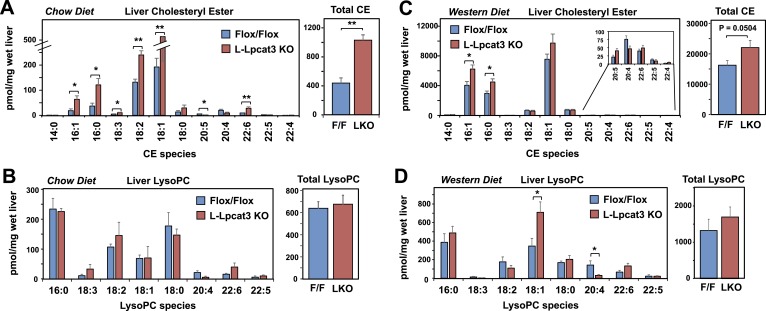
Analysis of cholesteryl ester and lysoPC species in L-Lpcat3 KO mice. (**A**–**B**) ESI-MS/MS analysis of the abundance of cholesteryl ester (**A**) and lysophosphatidylcholine (LysoPC) (**B**) species in livers of *Lpcat3*^*fl/fl*^ (Flox/Flox) and *Lpcat3*^*fl/fl*^ *Albumin-Cre* (L-Lpcat3 KO) mice fed on a chow diet (*n* ≥ 5/group). (**C**–**D**) ESI-MS/MS analysis of the abundance of cholesteryl ester (**C**) and lysophosphatidylcholine (LysoPC) (**D**) species in livers of *Lpcat3*^*fl/fl*^ (Flox/Flox) and *Lpcat3*^*fl/fl*^ *Albumin-Cre* (L-Lpcat3 KO) mice fed on a western diet (*n* ≥ 5/group). Statistical analysis was performed using Student's *t*-test. Values are means ± SEM. *p < 0.05; **p < 0.01. **DOI:** http://dx.doi.org/10.7554/eLife.06557.015

To determine the consequence of loss of Lpcat3 activity for hepatic gene expression we performed transcriptional profiling. Despite the marked changes in membrane composition in L-Lpcat3 KO livers, the effect on gene expression was surprisingly limited (Figure 7A). On chow diet, only a handful of genes were altered more than twofold. Among the highest changes were increased expression of the lipoprotein remodeling enzyme *Pltp* and the lipid transport protein *Cd36*. A number of additional genes involved in lipid metabolism were induced to a more modest degree, including *Txnip* and *Fabp2*. Interestingly, many of the genes that were induced are known targets for the lipid-activated nuclear receptor PPARα, suggesting a compensatory gene expression response to increased cellular lipid levels in the absence of Lpcat3 (Figures 2, 3).

**Figure 7.**
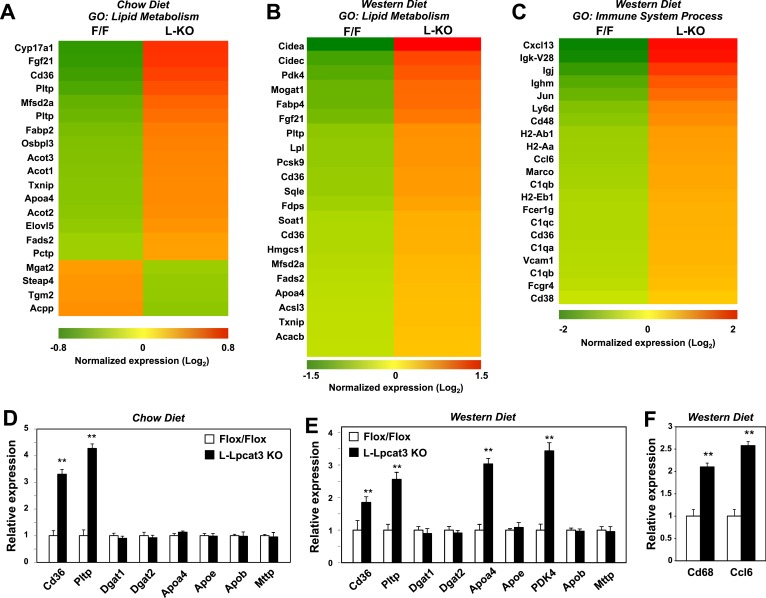
Altered gene expression linked to lipid metabolism and inflammation in liver-specific Lpcat3 knockout mice. (**A**) Gene expression in livers of *Lpcat3*^*fl/fl*^ (F/F) and *Lpcat3*^*fl/fl*^ *Albumin-Cre* (L-KO) mice fed on a chow diet was analyzed by Affymetrix arrays. Select genes under the gene ontology (GO) term ‘lipid metabolism’ are presented by heatmap. Samples from 5 mice/group were pool for analysis. (**B**–**C**) Gene expression in livers of *Lpcat3*^*fl/fl*^ (F/F) and *Lpcat3*^*fl/fl*^ *Albumin-Cre* (L-KO) mice fed on a western diet for 9 weeks was analyzed by Affymetrix arrays. Select genes under the GO term ‘lipid metabolism’ (**B**) and ‘immune system process’ (**C**) are presented by heatmap. Samples from 5 mice/group were pool for analysis. (**D**) Expression of selective lipid metabolism genes in livers of *Lpcat3*^*fl/fl*^ (Fl/Fl) and *Lpcat3*^*fl/fl*^ *Albumin-Cre* (L-Lpcat3 KO) mice fed on a chow diet was analyzed by real-time PCR (*n* ≥ 5/group). Values are means ± SEM. (**E**–**F**) Expression of selective lipid metabolism (**E**) and inflammation (**F**) genes in livers of *Lpcat3*^*fl/fl*^ (Fl/Fl) and *Lpcat3*^*fl/fl*^ *Albumin-Cre* (L-Lpcat3 KO) mice fed on a western diet was analyzed by real-time PCR (*n* ≥ 5/group). Values are means ± SEM. Statistical analysis was performed using Student's *t*-test (**D**, **E** and **F**). **p < 0.01. **DOI:** http://dx.doi.org/10.7554/eLife.06557.016

**Figure 7—figure supplement 1.**
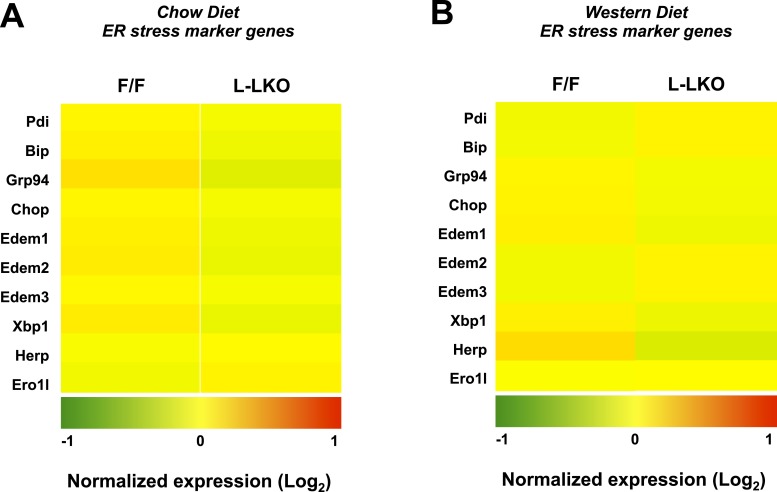
Chronic deletion of Lpcat3 does not induce unfolded protein response downstream gene expression. (**A**) Gene expression in livers of *Lpcat3*^*fl/fl*^ (F/F) and *Lpcat3*^*fl/fl*^ *Albumin-Cre* (L-KO) mice fed on a chow diet was analyzed by Affymetrix arrays. Select ER stress marker genes are presented by heatmap. Samples from 5 mice/group were pool for analysis. (**B**) Gene expression in livers of *Lpcat3*^*fl/fl*^ (F/F) and *Lpcat3*^*fl/fl*^ *Albumin-Cre* (L-KO) mice fed on a western diet was analyzed by Affymetrix arrays. Select ER stress marker genes are presented by heatmap. Samples from 5 mice/group were pool for analysis. **DOI:** http://dx.doi.org/10.7554/eLife.06557.017

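Liver RNA of L-Lpcat3 KO mice (Lpcat3fl/fl Albumin-Cre, which lose Lpcat3 in hepatocytes) and of Lpcat3fl/fl controls was compared on 2 Affymetrix Mouse Genome 430 2.0 arrays, 1 per genotype. Each array held RNA pooled from 5 male mice that had been on the western diet for 9 weeks from the age of 7 weeks and were fasted for 6 hr before the livers were harvested. The deposited values are linear MAS5 signal intensities for 45101 probe sets, with a trimmed mean of 500 on both arrays. The upper quartile of the signal was 400 on the control array and 409 on the L-Lpcat3 KO array. Values below the median signal of all probe sets, 86.6, were raised to that floor, and each gene was represented by its probe set of highest mean log2 signal. Of 18194 genes with a probe set, 12290 reached the floor on at least 1 array and counted as measured, and 10973 reached it on both. Where 1 side lay below the floor the ratio is a lower bound and is written as at least N-fold. Genes were called at a 2-fold difference in either direction. A pool is a single sample, so the differences between genotypes have no replicate check, and the number of arrays limits their precision. The pooled SD of log2 ratios among probe sets of one gene was 0.29 over 4478 genes and stands in for measurement error below; it does not include the spread between mice. Lists of genes were fixed before the values were examined here. Several hold genes of Fig. 7B and 7C, which show these arrays, so the choice of lists may not be independent of those panels. For each list, the median log2 ratio was placed among 10000 random lists of the same size matched on mean signal. Random lists are drawn gene by gene, so a percentile does not allow for list members that vary together.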

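On the western diet, 332 genes were at least 2-fold higher and 86 at least 2-fold lower in L-Lpcat3 KO liver, of 12290 measured genes. Of these, 63 of the higher and 14 of the lower genes had 1 side below the floor. Lpcat3 itself fell by 1.23 on the log2 scale, from a signal of 5173 to 2198, on its single measured probe set. Where that probe set lies relative to the deleted part of the gene is not given in the sources used here, so it is a limited check of the deletion. The highest ratio, 14.9-fold, was that of a single probe set annotated to the immunoglobulin kappa variable segment Igkv8-30, of a type that can match several transcripts, so the signal cannot be given to this segment alone. It was followed by the lipid droplet protein gene Cidea at 12.5-fold. This order, like the largest rises and falls named next, covers genes whose measured probe sets all moved the same way. Lower bounds enter it as they stand, so a gene such as Cxcl13 could rank higher. Cxcl13, a B cell chemoattractant, was at least 6.68-fold higher, and the macrophage elastase gene Mmp12 rose by a log2 ratio of at least 2.58. Other large rises were Ighm (log2 ratio 2.52), Cidec (2.42), the tubulin gene Tubb2a (2.37) and the immediate early gene Egr1 (2.32). The leukocyte actin regulator Coro1a (2.26), the B cell gene Ms4a1 (at least 2.17), Jun (2.11) and Gpnmb (2.07), a gene of lipid-loaded macrophages, were also among the 15 largest. So were Ppp1r3g (at least 2.58), Stk10 (at least 2.33) and Rad51b (2.16). The falls were led by Moxd1 and by Hsd3b5, a steroid dehydrogenase gene of male liver, with log2 ratios of -4.47 and -3.47. Tff3 (-2.35), the organic anion transporter gene Slc22a7 (-2.30), Clec2h (-2.10), the complement gene C8b (-1.91) and the transcriptional repressor gene Bcl6 (-1.61) fell as well. Rps27 (-1.87), Obp2a (-1.71 or lower), Clec2d (-1.65) and Nrxn3 (-1.62) fell by more than Bcl6. Snai3 (-1.58), Prm1 (-1.57), Car14 (-1.55) and Gm10658 (-1.47) complete the 15 largest falls. Among these genes the second probe set moved the same way by less for Jun (1.38), Tubb2a (1.09) and Bcl6 (-0.42). The 7 measured probe sets of Ighm ran from at least 1.03 to 2.58. The other measured probe sets of Coro1a (at least 1.72), Ms4a1 (at least 0.30) and Cxcl13 (at least 3.31) gave only lower bounds. Of the 132 called genes with more than 1 measured probe set, 108 had all of them moving the same way.

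**Figure D1:**
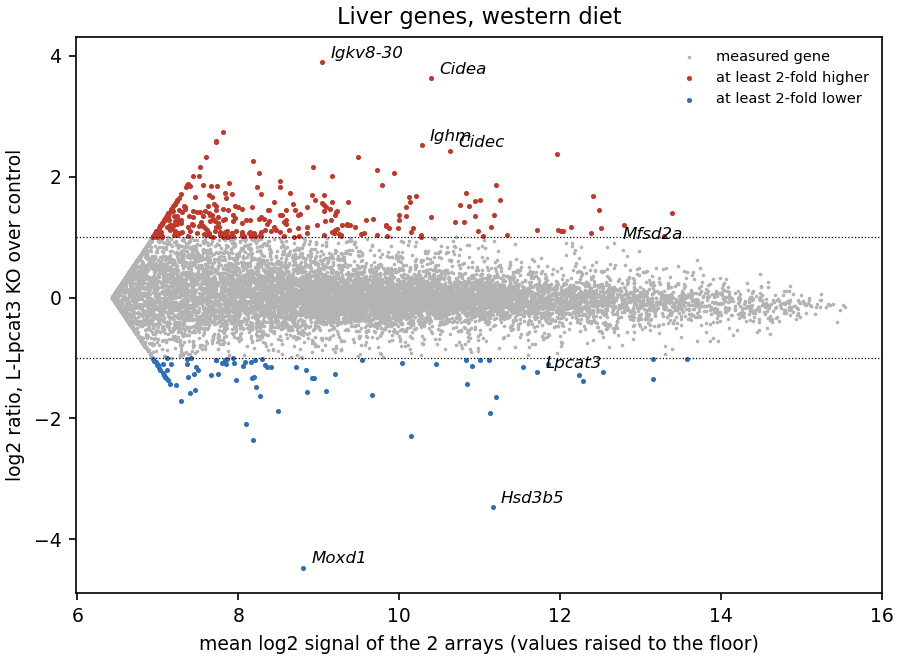
Each point is a measured gene, with the mean log2 signal of the 2 arrays on the x axis and the log2 ratio of L-Lpcat3 KO over control on the y axis; dotted lines mark 2-fold. Red points are the 332 higher genes and blue points the 86 lower genes, and at low signal the ratios are bounded by the floor.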

More prominent changes in gene expression in L-Lpcat3 KO mice were observed in the setting of western diet feeding (Figure 7B). 

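Of the 20 genes in the lipid metabolism panel of Fig. 7B, 18 were matched to probe sets, all 18 were higher in L-Lpcat3 KO liver and 11 of them were at least 2-fold higher. They were picked by the study from these samples, so their direction is not independent evidence. Fabp4, a fatty acid binding protein gene, rose by a log2 ratio of 1.73, but its 3 measured probe sets ran from 0.11 to 1.73. Mogat1, which makes diacylglycerol from monoacylglycerol, rose by 1.44 and the hormone gene Fgf21 by 1.22. In the list of PPARgamma and adipogenic genes of steatotic liver, 7 of 9 measured genes rose at least 2-fold, among them Pparg (1.17), the lipase gene Lpl (1.17) and Cidea, Cidec and Fabp4. The median was 1.17, but 6 of the 9 are genes of the western diet panels of the paper. Of the other 3 genes 1 rose, and their median was 0.46. In the cholesterol synthesis list 3 of 19 genes rose and none fell at 2-fold: squalene epoxidase, Sqle (1.27), Fdps (1.13) and Dhcr7 (1.02). The median was 0.47, with 0.69 for Hmgcs1 and 0.83 for Insig1. Without the 3 genes of Fig. 7B, Sqle, Fdps and Hmgcs1, 1 of 16 rose and the median was 0.37. The lists of fatty acid synthesis (median 0.31) and of fatty acid uptake, activation and triglyceride synthesis (0.34) also stood above all random lists, with 1 of 17 and 3 of 20 genes at least 2-fold higher. All 3 of the latter are genes of the panels. The other 16 genes of that list had a median of 0.15 and none reached 2-fold. Without the 2 panel genes of the fatty acid synthesis list, 1 of 15 rose and the median was 0.26. Pnpla3 rose by 1.18, whereas Fasn was at 0.44 and Srebf1 at -0.03. Of 17 lipid droplet protein genes 3 rose (Cidea, Cidec and Pnpla3); Plin2, the main droplet coat protein of hepatocytes, was at 0.38 and the list median at 0.25 (0.21 without the panel genes Cidea and Cidec). The LXR target list had a median of -0.03, with 2 genes higher and 2 lower, Lpcat3 among the latter, and of -0.27 without the 2 panel genes, Lpl and Pltp. Marker genes of macrophages, cells that also express Cd36, Lpl and Fabp4, were higher in the same array (median log2 ratio 1.14). The adipose markers Adipoq (at least 3.63-fold) and Retn (at least 2.52-fold) were higher too, and adipose tissue also expresses Cidea, Cidec and Fabp4.

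**Figure D2:**
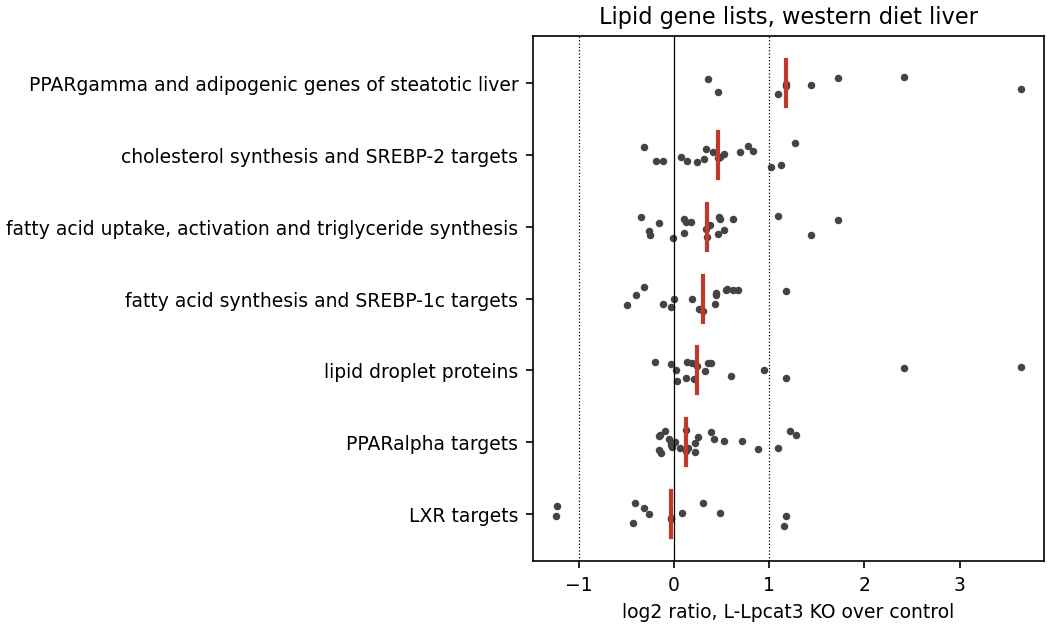
Each point is a measured gene of a list, placed by its log2 ratio of L-Lpcat3 KO over control, and the red bar is the list median; dotted lines mark 2-fold. The PPARgamma list lies farthest to the right, with a median of 1.17, and the LXR target list is centred at -0.03.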

Multiple genes involved in lipid metabolism and transport and in lipid droplet formation were upregulated, again likely reflecting a response to increased hepatic TG and cholesterol content. 

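Mfsd2a, which encodes a transporter of lysophospholipids carrying long polyunsaturated acyl chains, had a signal of 4755 in control and 8914 in L-Lpcat3 KO liver on the western diet, a 1.87-fold difference on its single measured probe set. This exceeds the spread among probe sets of one gene but not the 2-fold threshold. In the list of polyunsaturated fatty acid synthesis and transport, none of 8 measured genes reached 2-fold. The desaturase genes Fads2 and Fads1 were at log2 ratios of 0.44 and 0.31 (1.04 on the other probe set of Fads1), the elongase genes Elovl5 and Elovl2 at 0.18 and -0.02, and Fabp7 was at 0.94. The list median of 0.32 was at percentile 99.9 of the random lists, and at 97.7 when these were not matched on signal; without Mfsd2a and Fads2, genes of Fig. 7B, the median was 0.25. The chow arrays were not analysed here.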

Interestingly, the putative transporter Mfsd2a (Nguyen et al., 2014) was induced in Lpcat3-deficient livers on both chow and western diet, perhaps as compensation for the loss of arachidonoyl PLs. In addition, there was increased expression of a number of genes linked to inflammation and inflammatory cell recruitment (Figure 7C). These data are consistent with our earlier study showing that adenoviral expression of Lpcat3 is protective against hepatic inflammation in the setting of lipid excess (Rong et al., 2013). 

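Of the 20 names in the immune panel of Fig. 7C, 18 were matched to probe sets; all 18 were higher in L-Lpcat3 KO liver on the western diet and 17 were at least 2-fold higher. The exception was the MHC class II gene H2-Aa, at a log2 ratio of 0.91, although its 4 measured probe sets ran from 0.91 to 1.99. The study picked them from these samples, so this count is not independent evidence. Genes of B cells and plasma cells had the highest list median, 1.61, above all random lists: 6 of 9 measured genes rose, including Ighm from a signal of 518 to 2975, Jchain from 188 to 721 and Cd79b by at least 3.06-fold, and 6 of the 9 had 1 side below the floor. Without the 2 panel genes, 4 of 7 rose and the median was 1.11. Among markers of Kupffer cells and other macrophages 11 of 20 rose and none fell. The complement genes C1qb and C1qa rose by log2 ratios of 1.62 and 1.54, the scavenger receptor gene Marco by 1.52 (at least 0.56 on its other probe set) and the lysozyme gene Lyz2 by 1.86. Leaving out the 7 genes of the list that Fig. 7C and 7F show, 4 of 13 rose and the median was 0.79. Of 7 MHC class II genes 3 rose, H2-Eb1 (1.60), the invariant chain gene Cd74 (1.52) and H2-Ab1 (1.03), while the class II transactivator gene Ciita, near the floor, was at -0.61 and at least 0.34 on its 2 measured probe sets. The median of 0.91 was 0.44 without the 3 panel genes. In the chemokine and cytokine list 3 of 16 rose, Cxcl13, Ccl6 (1.20) and Ccl5 (1.04); Ccl2, a monocyte attractant, was at 0.98, and Tnf and Il6 were below the floor on both arrays. Without the panel genes Cxcl13 and Ccl6, 1 of 14 rose. T cell and NK cell markers rose in 1 of 7 genes. Of the 7, 5 had 1 side below the floor, and the median of 0.41 (percentile 96.2) became 1.04 with values below the floor kept. Neutrophil markers rose in 1 of 6 genes (median 0.35, percentile 87.4). Of 15 immediate early genes 5 rose, Egr1, Jun, Fos (1.70), Myc (1.66) and Klf6 (1.46), with Junb at -0.21 and Ier2 at -0.25. Of these 5, Jun is a gene of Fig. 7C. Vcam1, an endothelial adhesion molecule gene, rose by 1.30, although its 3 measured probe sets ran from -0.06 to 1.30. None of 16 hepatocyte marker genes differed by 1.5-fold, and their median was -0.17 (percentile 6.39). Of these markers 15 were below 0, so they do not show an unchanged mix of cells. From the genes of Fig. 7C the paper states that genes linked to inflammation and recruitment of inflammatory cells were increased, and relates this to its earlier study, in which adenoviral Lpcat3 protected against hepatic inflammation under lipid excess.

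**Figure D3:**
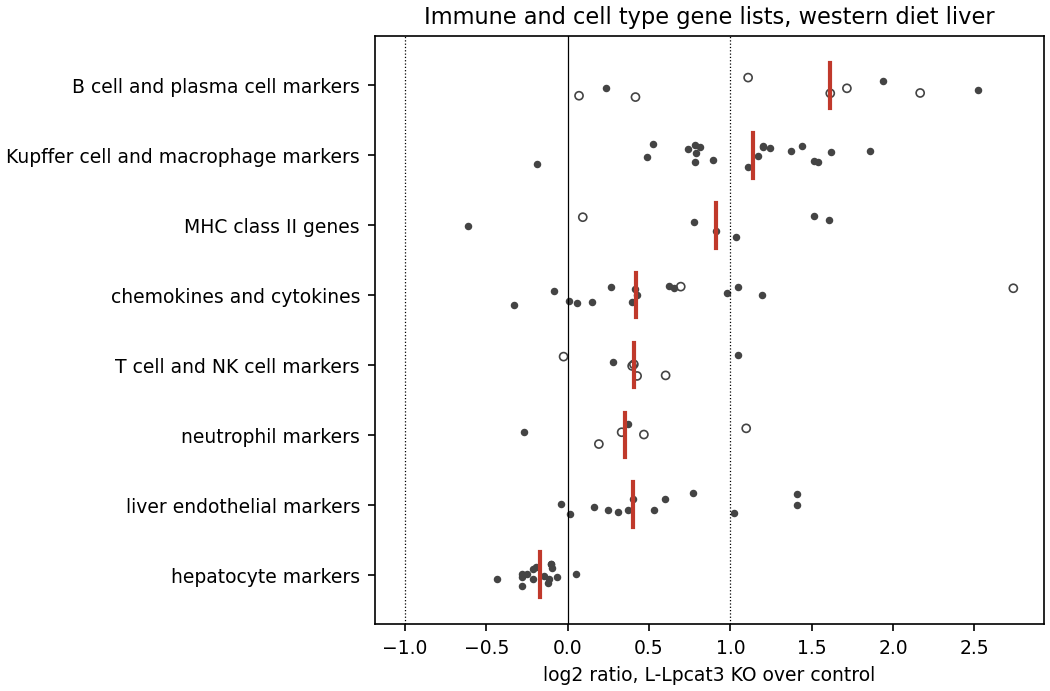
Each point is a measured gene of a list, placed by its log2 ratio of L-Lpcat3 KO over control; open points are genes with 1 side below the floor, whose size is a lower bound, red bars are list medians and dotted lines mark 2-fold. B cell and macrophage lists lie to the right, with medians of 1.61 and 1.14, and hepatocyte markers have a median of -0.17.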

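On the western diet arrays, 5 of the genes measured by real-time PCR in Fig. 7E and 7F were at least 2-fold higher in L-Lpcat3 KO liver. Pdk4, a kinase that restrains glucose oxidation, rose 2.42-fold, the phospholipid transfer protein gene Pltp 2.23-fold and the fatty acid translocase gene Cd36 2.13-fold; the 3 probe sets of Cd36 ran from a log2 ratio of 0.76 to 1.09. The macrophage gene Cd68 rose 2.71-fold, from a signal of 326 to 883, and the chemokine gene Ccl6 2.29-fold. Apoa4, an apolipoprotein gene, had a signal of 23050 in control and 26067 in L-Lpcat3 KO liver, with log2 ratios of 0.18 and 0.35 on its 2 probe sets. For this gene the assays differ, since the real-time PCR of Fig. 7E shows about 3.0 times control, read by eye. Dgat1 and Dgat2, which catalyse the last step of triglyceride synthesis, were at log2 ratios of 0.10 and -0.35 on the arrays, and Apoe was at -0.03. The real-time PCR measured individual mice, while each array held a pool.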

We validated the microarray results for a number of genes by real-time PCR and also assessed the expression of other genes relevant to lipoprotein production (Figure 7D,E). Importantly, there was no change in the expression of mRNAs encoding apoB or of the critical lipid transfer protein MTTP in livers of Lpcat3 KO mice, indicating that altered plasma TG levels cannot be attributed to changes in expression of these factors.

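On the western diet arrays, neither Apob nor Mttp reached a 1.5-fold difference. The signal of Apob was 12350 in control and 15994 in L-Lpcat3 KO liver, a log2 ratio of 0.37, and the second Apob probe set was at -0.04. Mttp, the microsomal protein that loads lipid onto apoB, was at 7659 and 7863, a log2 ratio of 0.04, with 0.12 on its other probe set. All 20 measured genes of VLDL assembly and apolipoproteins lay within 1.5-fold, from -0.42 for Tm6sf2 to 0.37 for Apob. Among these 20, Apoa4 was at 0.18 here but at about 3.0 times control in the real-time PCR of Fig. 7E, read by eye. A ratio near 0 on these arrays therefore does not by itself show an unchanged mRNA. The list median of -0.03 was at percentile 85.5 of random lists. Apoc3 was at -0.14, Apoa1 at -0.12 and Sar1b, a GTPase of ER export, at -0.03.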

We previously reported that acute knockdown of Lpcat3 expression in livers of genetically obese mice exacerbated lipid-induced ER stress (Rong et al., 2013). Genetic deletion of Lpcat3 from liver did not lead to increased mRNA expression of ER stress markers in mice fed chow or western diet (Figure 7—figure supplement 1). These observations suggest that there may be compensatory responses in membrane composition that prevent induction of the ER stress response in the setting of chronic Lpcat3 deletion. 

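All 10 ER stress markers of Fig. 7—figure supplement 1B were measured on the western diet arrays and none differed by 1.5-fold between the genotypes; 5 were above 0 and 5 below. The chaperone gene Hspa5 (Bip) was at a log2 ratio of 0.03, although its 3 probe sets ran from -0.56 to 0.04. P4hb (Pdi) was also at 0.03, Hsp90b1 (Grp94) at -0.15, Ddit3 (Chop) at -0.16 and Xbp1 at -0.11. The lowest was Edem1, of ER-associated degradation, at -0.39, and the highest Edem2 at 0.22. In the wider list of the unfolded protein response none of 34 genes reached 2-fold in either direction, and 3 were above 1.5-fold: Atf3 (0.72), the pseudokinase gene Trib3 (0.69) and the sensor kinase gene Eif2ak3 (0.60), with Trib3 at -0.10 on its other probe set. The median was 0.01, at percentile 79.4 of random lists. Protein and splicing of Xbp1 mRNA, which these arrays do not separate, were not analysed here.

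**Figure D4:**
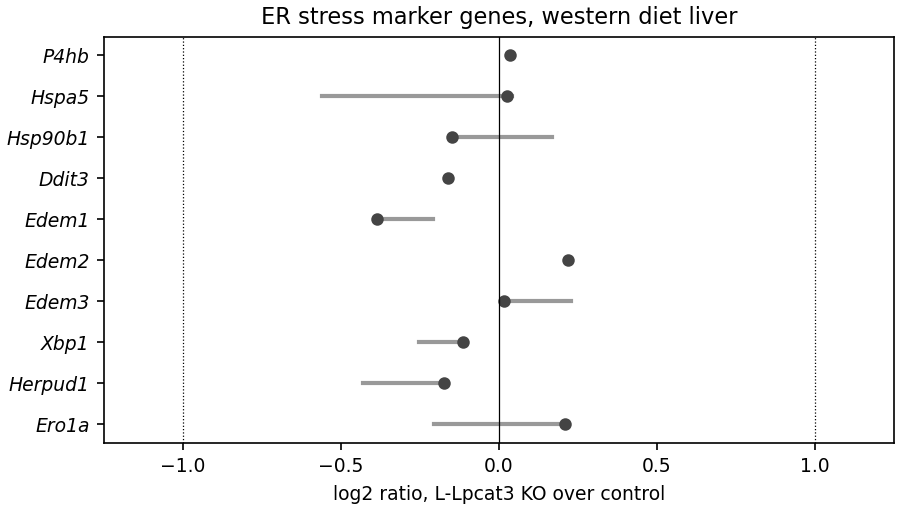
Points give the log2 ratio of L-Lpcat3 KO over control for the probe set that represents each of the 10 marker genes, and grey bars the range over all measured probe sets of the gene; dotted lines mark 2-fold. The points lie between -0.39 and 0.22.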

In support of this idea, we observed a prominent increase in the abundance of oleoyl-PC species in L-Lpcat3 mice (Figure 5). We cannot exclude the possibility that ER stress may be increased in L-Lpcat3 mice in the setting of genetic obesity or other causes of severe lipotoxicity.

We next investigated the etiology of reduced VLDL TG levels in mice lacking Lpcat3. Protein levels of apoB in liver were not different between control and L-Lpcat3 KO mice (Figure 8A). Together with the preserved levels of apoB in plasma (Figures 2, 3), these data suggest that a defect in production or secretion of apoB alone cannot explain the change in plasma VLDL. We directly assessed hepatic TG secretion by treating mice with the lipase inhibitor Tyloxapol and measuring TG accumulation in fasted mice. L-Lpact3 KO mice showed a markedly reduced rate of TG secretion (Figure 8B), suggesting that reduced incorporation of TGs into lipoproteins was the likely cause of the reduced VLDL TG levels. Consistent with this hypothesis, negative staining of plasma VLDL fractions by EM revealed markedly smaller VLDL particles in L-Lpcat3 KO mice compared to controls (Figure 8C).

**Figure 8.**
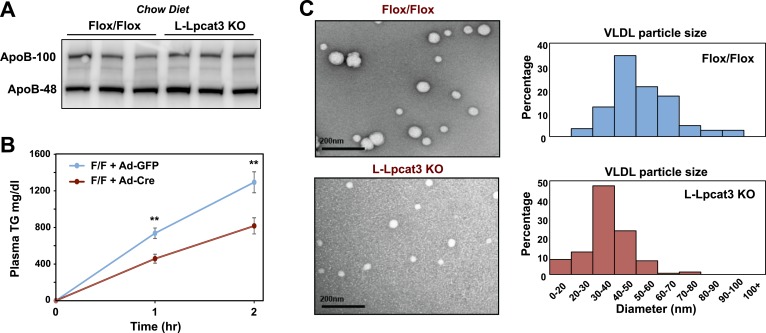
Loss of Lpcat3 from liver impairs hepatic TG secretion. (**A**) ApoB protein in livers from *Lpcat3*^*fl/fl*^ (Flox/Flox) and *Lpcat3*^*fl/fl*^ *Albumin-Cre* (L-Lpcat3 KO) mice fed on a chow diet was analyzed by western blot (n = 3). (**B**) VLDL-TG secretion in *Lpcat3*^*fl/fl*^ mice transduced with adenoviral expressed Cre (Ad-Cre), compared to control GPF (Ad-GFP) for 4 weeks. Mice were fasted for 6 hr followed by intravenous injection of tyloxapol. Plasma TG was measured at indicated durations after tyloxapol injection. Values are means ± SEM. (**C**) Plasma VLDL particle size in *Lpcat3*^*fl/fl*^ *Albumin-Cre* mice. Isolated VLDL particles from *Lpcat3*^*fl/fl*^ (Fl/Fl) and *Lpcat3*^*fl/fl*^ *Albumin-Cre* (L-Lpcat3 KO) mice fed on a western diet were stained with 2.0% uranyl acetate and visualized by electron microscopy (EM) (left) and their size quantified (right). Statistical analysis was performed using two-way ANOVA with Bonferroni post hoc tests (**B**). **p < 0.01. **DOI:** http://dx.doi.org/10.7554/eLife.06557.018

To obtain further insight into the nature of the lipoprotein production defect in L-Lpcat3 KO mice, we examined liver samples by EM. Nascent lipoproteins, ranging between 0.05 and 0.11 microns in diameter, were easily visualized in the Golgi apparatus and secretory vesicles of control mice (Figure 9). Lipoprotein particles were also present in Golgi and secretory vesicles of L-Lpcat3 KO mice, however they were markedly smaller, ranging between 0.03 to 0.08 microns in diameter (Figure 9). We also observed small lipoprotein particles in the ER in mice of both genotypes (Figure 9—figure supplement 1). We did not find differences in the morphology of Golgi, ER or mitochondria between control and L-Lpcat3 KO livers, suggesting that loss of arachidonoyl PLs does not dramatically alter membrane structure in these organelles (Figure 9—figure supplement 1).

**Figure 9.**
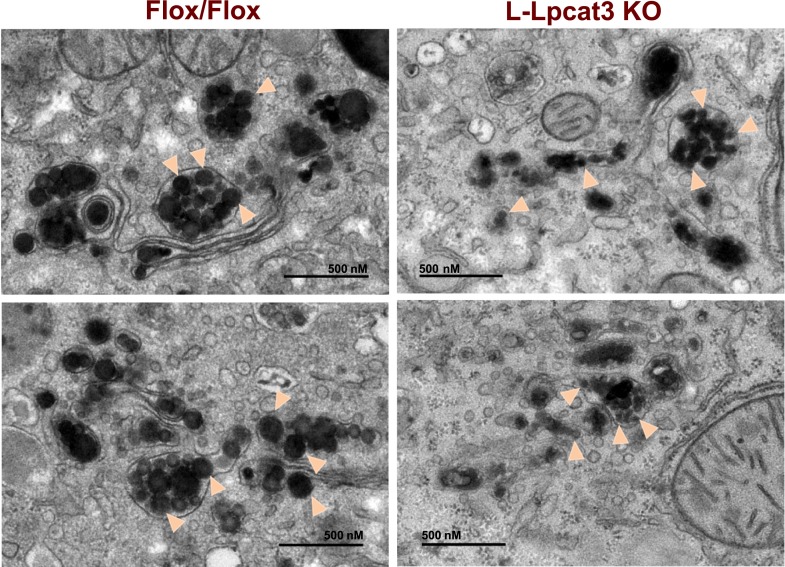
Reduced nascent lipoprotein particle size in the lumen of Golgi and secretory vesicles in Lpcat3-deficient liver. EM of imidazole-stained liver sections. *Lpcat3*^*fl/fl*^ (Fl/Fl) and *Lpcat3*^*fl/fl*^ *Albumin-Cre* (L-Lpcat3 KO) mice were fasted for 6 hr. Samples were fixed and processed as described in the methods. Arrowheads indicate nascent lipoprotein particles. **DOI:** http://dx.doi.org/10.7554/eLife.06557.019

**Figure 9—figure supplement 1.**
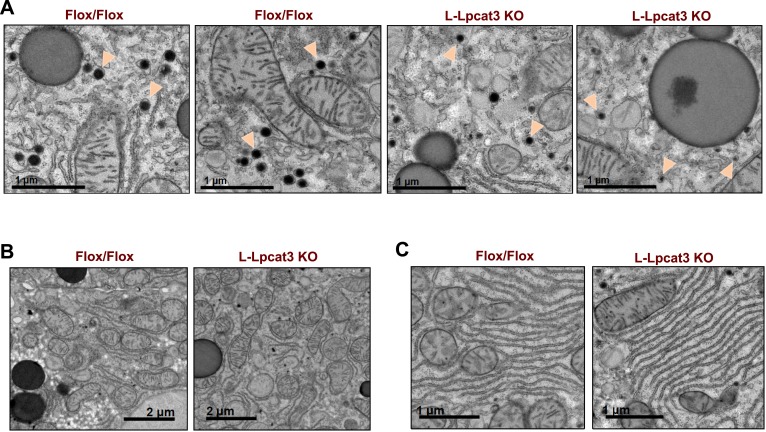
Loss of Lpcat3 in liver does not alter membrane structure in ER and mitochondria. (**A**) EM of imidazole-stained liver sections. Arrowheads indicate nascent lipoprotein particles in smooth ER lumen. (**B**) EM of imidazole-stained liver sections. Mitochondria are shown. (**C**) EM of imidazole-stained liver sections. Rough ER is shown. **DOI:** http://dx.doi.org/10.7554/eLife.06557.020

To further investigate the hypothesis that defective apoB lipidation was responsible for the phenotype of L-Lpcat3 KO mice, we isolated the Golgi apparatus from livers, fractionated the luminal contents by density gradient centrifugation, and analyzed the distribution of ApoB in the different fractions. There was reduced apoB in the most buoyant lipoprotein fractions, consistent with reduced lipidation of apoB particles in the absence of Lpcat3 (Figure 10A). In line with this finding, we found reduced TG levels in Golgi membrane fractions isolated by density gradient centrifugation from L-Lpcat3 KO mice compared to controls in two independent purifications (Figure 10B).

**Figure 10.**
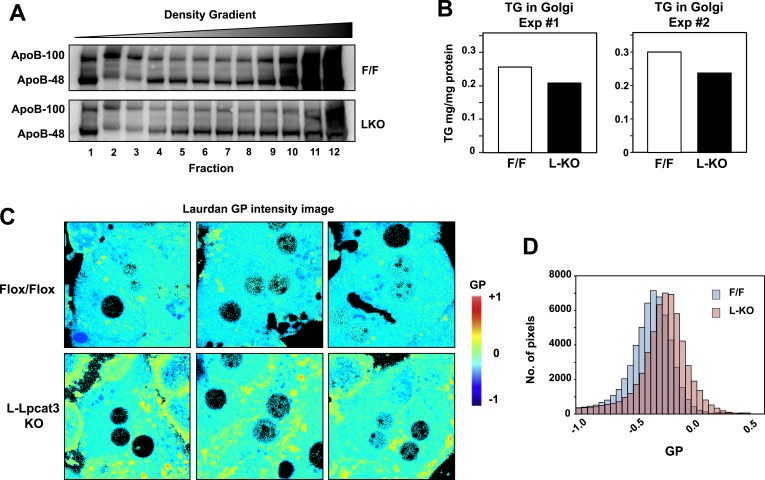
Lpcat3 activity regulates membrane lipid mobility and apoB lipidation in hepatocytes. (**A**) The distribution of apoB-containing lipoproteins in the Golgi fractions isolated from livers of *Lpcat3*^*fl/fl*^ (F/F) and *Lpcat3*^*fl/fl*^ *Albumin-Cre* (LKO) mice. Golgi luminal contents were subject to a density gradient ultracentrifugation. 12 fractions from the gradient were harvested from top to bottom and analyzed by western blot. (**B**) Triglyceride contents of the Golgi fractions isolated from livers of *Lpcat3*^*fl/fl*^ (F/F) and *Lpcat3*^*fl/fl*^ *Albumin-Cre* (LKO) mice. Results from two representative experiments were shown. (**C**) Live primary hepatocytes from *Lpcat3*^*fl/fl*^ (Flox/Flox) and *Lpcat3*^*fl/fl*^ *Albumin-Cre* (L-Lpcat3 KO) mice were stained with laurdan. The laurdan emission spectrum was captured by a 2-photon laser-scan microscope. Generalized polarization (GP) was calculated from the emission intensities obtained from images. Higher GP value indicates that membranes are more ordered and less dynamic. The GP value of each pixel was used to generate a pseudocolor GP image. (**D**) The binary histograms of the GP distribution of the GP images (*n* = 4). The size of the GP binary is 0.05. **DOI:** http://dx.doi.org/10.7554/eLife.06557.021

To understand how changes in membrane phospholipid composition in Lpcat3-deficient mice might lead to reduced mobilization and secretion of TGs, we performed biophysical studies on the impact of Lpcat3 deficiency on lipid movement in living cells. Prior studies have employed the lipophilic dye laurdan to interrogate lipid dynamics in membranes (Parasassi and Gratton, 1995; Vest et al., 2006; Golfetto et al., 2013). Laurdan is a fluorescent lipophilic molecule that can be used to detect changes in membrane dynamics due to its sensitivity to the polarity of the membrane environment. Changes in membrane dynamics shift the laurdan emission spectrum, which can be quantified by the generalized polarization (GP) calculated from the spectrum shifts (Parasassi et al., 1990). We isolated primary hepatocytes from L-Lpcat3 KO mice and controls, stained with laurdan, and monitored fluorescence in live cells by microscopy. A visual representation of the calculated GP intensity is presented in Figure 10C, and the data are quantitated in Figure 10D. The prominent increase in GP (as shown by the yellow/orange pseudocolor signal) in cells lacking Lpcat3 is indicative of areas of cellular membrane with reduced dynamics. These data show that membranes are less dynamic, and their component lipids move less readily, in the absence of Lpcat3, an observation that is consistent with the reduced amount of arachidonate groups in membrane PLs. We propose that efficient transfer of bulk TG to nascent VLDL particles is enabled by the presence of arachidonoyl PLs in the ER/Golgi membrane due to its unique ability to facilitate optimal lipid movement and membrane dynamics.

Finally, as LXR agonists have previously been reported to promote hepatic TG secretion (Schultz et al., 2000), we tested the requirement for Lpcat3 induction in this effect. Control and L-Lpcat3 KO mice were treated for 2 days with the LXR agonist GW3965 (20 mpk/day) by oral gavage. The TG levels in fractionated plasma were then determined after 6 hr fast. In line with prior studies, treatment of control mice with LXR agonist led to a prominent (95%) increase in plasma VLDL TG levels (Figure 11). By contrast, treatment of L-Lpcat3 KO mice with LXR agonist had a much more modest effect (45% increase). These data suggest that induction of Lpcat3 expression plays an important role in the control of hepatic VLDL production by LXRs.

**Figure 11.**
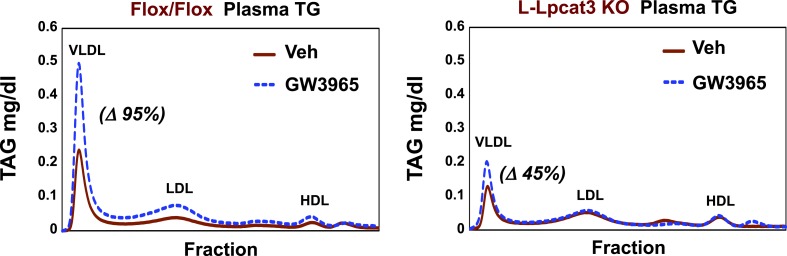
Lpcat3 is required for LXR-dependent VLDL TG secretion from liver. Plasma lipoprotein profile from flox/flox and L-Lpcat3 mice gavaged with LXR agonist GW 3965 (20 mg/kg) for 2 days. Pooled plasma (5 mice/group) was analyzed by FPLC. Increases in VLDL TG were calculated based on the area under the curve. **DOI:** http://dx.doi.org/10.7554/eLife.06557.022

## Discussion

It has long been appreciated that phospholipid availability can influence the production of lipoproteins (Vance, 2008; Abumrad and Davidson, 2012), but the molecular basis of these connections, beyond the obvious need for sufficient PLs to coat the surface of lipoprotein particles, has been unclear. We have shown here that Lpcat3 is uniquely required for the incorporation of arachidonic acid into membranes, and that selective reduction in the abundance of these lipids impairs TG mobilization and lipoprotein production. These studies highlight a previously unrecognized requirement for a specific membrane lipid class in lipoprotein metabolism.

Earlier studies using in vitro systems have demonstrated that changes in polyunsaturated PL can affect membrane-associated biological processes, including the assembly of signalsomes on membranes and endocytosis (Koeberle et al., 2013; Pinot et al., 2014). However, assessing the physiological impact of changing the abundance of individual PL species in animals has been a difficult experimental problem. Our study identifies Lpcat3 as a critical determinant of the abundance of arachidonoyl PLs in mice. The largely preserved levels of other PL species containing polyunsaturated chains in Lpcat3-deficient livers suggests that other Lpcats may be able to catalyze the incorporation of certain polyunsaturated fatty acids into membranes in the absence of Lpcat3. However, Lpcat3 is apparently unique in its ability to catalyze arachidonoyl PL synthesis. Lpcat3-deficient mouse models therefore provide an unprecedented opportunity to study the physiological and pathophysiological consequences of manipulation of membrane phospholipid composition in vivo.

Previous research has elucidated a requirement for de novo PC biogenesis in the production and secretion of VLDL from liver. Feeding mice a choline-deficient diet or deleting genes involved in de novo PC synthesis (e.g., *Pemt*, *CT*-α) impairs VLDL secretion and induces hepatosteatosis (Noga and Vance, 2003; Jacobs et al., 2004). These models exhibit reduced total apoB protein in plasma as well as lower plasma TGs, suggesting that adequate PC biosynthesis is important for both apoB secretion and VLDL lipidation. In our study, mice lacking Lpcat3 retain the ability to secrete apoB and are capable of producing small poorly-lipidated VLDL particles. However, they are unable to transfer TG to lipoproteins at an appropriate rate in the setting of increased metabolic demand. Our results suggest that the reduced availability of arachidonoyl PLs becomes especially problematic when there is a need to mobilize a large bolus of TG into lipoproteins. For example, when L-Lpcat3 KO mice are challenged with the lipogenic sucrose diet, they are unable to efficiently mobilize the newly synthesized TG into plasma lipoproteins and it instead accumulates in cytosolic lipid droplets in the liver.

Similarly, mice lacking Lpcat3 in the intestine are unable to handle the high TG load of milk during suckling and accumulate large amounts of lipid in enterocytes. Given that Lpcat3 is the major Lpcat enzyme in enterocytes (Figure 4D), loss of Lpcat3 would be expected to impair the re-esterification of LysoPC to PC in enterocytes, which has been demonstrated to be important for lipid absorption. Unfortunately, the early lethality of the I-Lpcat3 KO pups presents a challenge to the analysis of lipid absorption. An inducible knockout system may prove a better model for studying the impact of Lpcat3 on intestinal lipid transport in adult mice.

Lpcat3 is a integral membrane protein of the ER and is therefore ideally positioned to produce arachidonoyl PC at the site of lipoprotein biogenesis (Fisher and Ginsberg, 2002; Zhao et al., 2008). Our observations suggest that Lpcat3 and its lipid products are likely not essential for the cotranslational lipidation of apoB and the generation of primordial VLDL particles (Fisher and Ginsberg, 2002). However, the small size of plasma VLDL particles, together with the reduced TG-rich apoB-containing particles in the Golgi fraction of L-Lpcat3 KO livers, strongly suggest that Lpcat3 impacts the second step of VLDL assembly–bulk TG addition to lipid-poor apoB particles and the generation of mature VLDL. TG-rich VLDL assembly is highly dependent on the efficient trafficking of stored cytosolic lipid from lipid droplets or newly synthesized lipid to primordial VLDL particles. One factor that could affect this transfer is the membrane environment where the bulk lipidation occurs. Although the precise mechanism that links membrane PL composition and VLDL lipidation is not clear, biophysical studies suggested that greater lipid transport is generally observed with more fluid and highly curved membrane surfaces (Lev, 2012).

Results from our laurdan staining experiments support the notion that the presence of arachidonoyl PLs in intracellular membranes promotes the dynamics of the membranes. However, detailing these biophysical changes and elucidating how they influence lipid movement will require further study with specialized tools and systems. Nevertheless, our data suggest that membrane dynamics may play an important role in VLDL lipidation in vivo. Interestingly, a recent proteomic study identified Lpcat3 as a component of the VLDL transport vesicle, indicating that Lpcat3 travels with primordial VLDL particles as they bud from the ER and move to the Golgi (Rahim et al., 2012). Together with prior work, our data favor a model in which Lpcat3 modifies the arachidonoyl-PC composition of both membranes and lipoprotein particles during VLDL assembly, thereby generating a local membrane environment that facilitates lipid transport and bulk lipidation.

Our prior studies showed that acute shRNA-mediated knockdown of Lpcat3 expression in liver exacerbated ER in the setting of obesity and hepatic steatosis. However, genetic deletion of Lpcat3 expression in liver did not lead to overt ER stress pathway activation, suggesting that increased abundance of monounsaturated PC species (e.g., 16:0, 18:1 PC, Figure 5) may partially compensate to maintain ER membrane homeostasis. It remains to be determined whether stronger lipotoxic stimuli, such as the hepatosteatosis observed in *ob/ob* mice, may yet provoke increased ER stress responses in the genetic absence of Lpcat3.

This work illustrates how manipulation of membrane composition can be used as regulatory mechanism to control metabolic pathways. A model for Lpcat3 action is presented in Figure 12. Lpcat3 is not only a required component of lipoprotein production; it is also a regulated one. The fact that Lpcat3 expression is dynamically regulated by LXRs in liver and intestine strongly suggests that the level of Lpcat3 enzymatic activity has evolved to respond to dietary and metabolic demands. LXR is transcriptionally activated as cellular cholesterol levels rise. Thus, the LXR-Lpcat3 pathway provides a mechanism to integrate sterol metabolism and membrane PL composition. We speculate that Lpcat3 expression is induced in response to lipid loading in order to increase ER/Golgi membrane flexibility and to facilitate efficient TG secretion (thereby unloading cells of excess lipids). In support of this idea, we found that the ability of pharmacologic LXR agonist to stimulate hepatic VLDL production was impaired in the genetic absence of Lpcat3.

**Figure 12.**
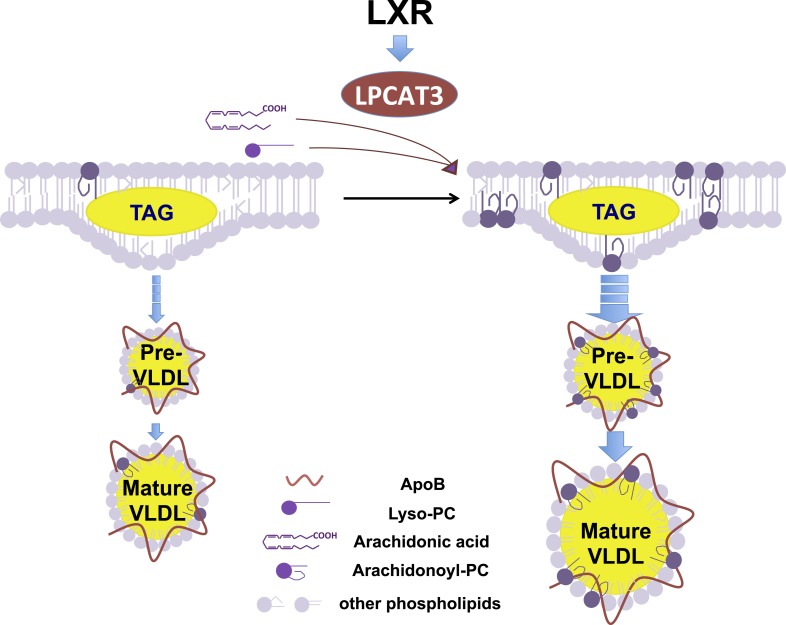
Schematic illustration of the role of the LXR-Lpcat3 pathway in VLDL lipidation. Activation of LXRs promotes the incorporation of arachidonate into intracellular membranes through the induction of Lpcat3 expression. This change in membrane composition creates a dynamic membrane environment that facilitates the transfer of TG synthesized on ER and/or in cytosolic LD to nascent apoB–containing lipoproteins particles, leading to the efficient lipidation of apoB–containing lipoproteins. **DOI:** http://dx.doi.org/10.7554/eLife.06557.023

Finally, these studies open the door to new strategies for pharmacologic intervention in systemic lipid metabolism. Abnormal phospholipid metabolism has been associated with several metabolic diseases. For example, lower amounts of polyunsaturated PLs have been observed in liver biopsies from nonalcoholic steatohepatitis patients (Puri et al., 2007), and cell membranes from patients with atherosclerotic disease tend to show decreased membrane fluidity (Chen et al., 1995). However, it has heretofore been difficult to draw a causal link between aberrant PL composition and the pathogenesis of metabolic diseases. Our studies provide direct evidence that alterations in arachidonoyl PC abundance impair lipoprotein metabolism in liver and intestine in vivo. Recently, a human GWAS reported a highly significant association between *LPCAT3* and the phospholipid composition of red blood cell membranes, indicating that Lpcat3 is also a key regulator of phospholipid composition in humans (Tintle et al., 2014). Therefore, an improved understanding of the mechanisms by which Lpcat3 and arachidonoyl PCs regulate lipid homeostasis could lead to new approaches to metabolic diseases. We speculate that small molecule inhibitors of Lpcat3 could be of potential utility for lowering plasma lipid levels in hyperlipidemic individuals. In pursuing such a strategy, one would need to monitor the impact of Lpcat3 inhibition on liver TG stores, hepatic inflammation and lipid malabsorption, in addition to the plasma lipids. However, modest increases in liver TG stores, even if they occurred in humans, might not doom such a strategy. Inhibiting apoB synthesis with antisense compounds has found a place in the management of some cases of hyperlipidemia, despite modest increases in liver TG stores.

## Materials and methods

### Gene expression

Total RNA was isolated from cells and tissues with Trizol (Invitrogen, Carlsbad, CA). cDNA was synthesized, and gene expression was quantified by real-time PCR with SYBR Green (Diagenode, Denville, NJ) and an ABI 7900. Gene expression levels were normalized to 36B4 or GAPDH. Primer sequences are listed in Table 4. For microarray experiments, RNA was pooled from *n* = 5 biological replicates and processed in the UCLA Microarray Core Facility with Gene-Chip Mouse Gene 430.2 Arrays (Affymetrix, Santa Clara, CA). Data analysis was performed with GenespringGX (Agilent, Santa Clara, CA). The GEO accession numbers for the microarray data are GSE65352 and GSE65353.

**Table 4.** Quantitative real-time PCR primer sequences **DOI:** http://dx.doi.org/10.7554/eLife.06557.024

Murine qPCR primers	Forward	Reverse
CD36	TTGAAAAGTCTCGGACATTGAG	TCAGATCCGAACACAGCGTA
PLPT	GTCTAAAATGAATATGGCCTTCG	CCAGAAGTGATGAACGTGGA
DGAT1	TTCCGCCTCTGGGCATT	GCCCACAATCCAGGCCA
DGAT2	GGCGCTACTTCCGAGACTAC	TGGTCAGCAGGTTGTGTGTC
APOA4	ACCCAGCTAAGCAACAATGC	TGTCCTGGAAGAGGGTACTGA
APOE	GACTTGTTTCGGAAGGAGCTG	CCACTCGAGCTGATCTGTCA
AOPB	CTGAACATCAAGAGGGGCATC	GGTAACCTGAGTTGAGCAGTTT
MTTP	GGCAGTGCTTTTTCTCTGCT	TGAGAGGCCAGTTGTGTGAC
PDK4	ACCGAAGAACCTGGCGAAG	TGATCCCGTAAAATGTCAGGC
CD68	GACCTACATCAGAGCCCGAGT	CGCCATGAATGTCCACTG
CCL6	TCTTTATCCTTGTGGCTGTCC	TGGAGGGTTATAGCGACGAT
ACSL3	TCTAGGAGTGAAGGCCAACG	GCAATATCTGAGGGCAGTGG
ACSL5	AACCAGTCTGTGGGGATTGAG	CGTCTTGGCGTCTGAGAAGTA
MOGAT2	TCTTCCAGTACAGCTTTGGCCTCA	TGATATAGCGCTGATGAAGCCGGT
FABP1	AGTACCAATTGCAGAGCCAGGAGA	GACAATGTCGCCCAATGTCATGGT
FABP2	AGAGGAAGCTTGGAGCTCATGACA	TCGCTTGGCCTCAACTCCTTCATA
FATP1	CGCTTTCTGCGTATCGTCTG	GATGCACGGGATCGTGTCT
LPCAT3	GGCCTCTCAATTGCTTATTTCA	AGCACGACACATAGCAAGGA
LPCAT1	GTGCACGAGCTGCGACT	GCTGCTCTGGCTCCTTATCA
LPCAT2	TGTACTAATCGCTCCTGTTTGATT	CACTGGAACTCCTGGGATG
LPCAT4	TTCGGTTTCAGAGGATACGACAA	AATGTCTGGATTGTCGGACTGAA
36B4	AGATGCAGCAGATCCGCAT	GTTCTTGCCCATCAGCACC
GAPDH	TGTGTCCGTCGTGGATCTGA	CCTGCTTCACCACCTTCTTGAT

### Protein analysis

Cells and tissue lysates were prepared by homogenization in RIPA buffer (50 mM Tris–HCl, pH 7.4; 150 mM NaCl, 1% NP-40, 0.5% sodium deoxycholate, 0.1% SDS) supplemented with protease and phosphatase inhibitors (Roche Molecular Biochemicals). Lysates were cleared by centrifugation. Plasma samples were diluted with RIPA buffer. Protein lysate were then mixed with NuPAGE LDS Sample Buffer, size-fractionated on 4–12% Bis-Tris Gels (Invitrogen), transferred to hybond ECL membrane (GE Healthcare, Piscataway, NJ), and incubated with an apoB antibody (Abcam, Cambridge, MA). Primary antibody binding was detected with a goat anti-rabbit secondary antibody and visualized with chemiluminescence (ECL, Amersham Pharmacia Biotech).

### Generation of Lpcat3 knockout mice

A conditional knockout allele for *Lpcat3* was generated with a sequence replacement ‘knock-out first/conditional-ready’ gene-targeting vector. The vector was electroporated into JM8A1.N3 ES cell line from C57BL/6N mice. Positive clones were identified by genotyping and long-range PCR at both the 5′ and 3′ ends. Two targeted ES cell clones were injected into C57BL/6 blastocysts to generate chimeric mice. High-percentage male chimeras were obtained, and resulting chimeras bred with female C57BL/6 mice to obtain heterozygous knockout mice (*Lpcat3*^*+/−*^). *Lpcat3*^*+/−*^ mice were intercrossed to produce homozygous knockout mice (*Lpcat3*^*−/−*^). To create a conditional knockout allele, *Lpcat3*^*+/−*^ mice were mated with mice expressing a Flpe recombinase deleter transgene (Jackson Laboratory, Bar Harbor, Maine). That transgene excises the gene-trapping cassette in intron 2 of *Lpcat3*, producing a conditional knockout allele containing loxP sites in intron 2 and intron 3. *Lpcat3*^*Fl/Fl*^ mice were crossed with albumin-*Cre* or villin-*Cre* transgenic mice from The Jackson Laboratory (Bar Harbor, ME).

### Triglyceride secretion assay in mice

Mice were fasted for 4 hr and then injected intravenously with 500 mg/kg body weight of tyloxapol (Fisher, Pittsbugh, PA). Blood was subsequently collected, and the plasma separated by centrifugation for the measurement of TGs.

### Animal studies

*Lpcat3*^*−/−*^, *Lpcat3*^*fl/fl*^, *Lpcat3*^*fl/fl*^; *Albumin-Cre*, and *Lpcat3*^*fl/fl*^; *Villin-Cre* mice were generated as described above. All the mice were housed under pathogen-free conditions in a temperature-controlled room with a 12-hr light/dark cycle. Mice were fed a chow diet, a western diet (Research Diets #D12079B), or a high-sucrose diet (Research Diets #D07042201). Liver tissues were collected and frozen in liquid nitrogen and stored at −80°C or fixed in 10% formalin. Blood was collected by retro-orbital bleeding, and the plasma was separated by centrifugation. Small intestines were excised and cut into three segments with length ratios of 1:3:2 (corresponding to duodenum, jejunum and ileum). For adenoviral infections, VQAd-CMV Cre/eGFP and VQAd-Empty eGFP were purchased from Viraquest. 8- to 10-week-old male *Lpcat3*^*fl/fl*^ mice were injected (via the tail vein) with 2 × 10^9^ plaque-forming units (pfu). Mice were sacrificed or used for TG secretion studies 3–4 weeks after the adenovirus injection. Blood was collected from mice by cardiac puncture. Plasma lipids were measured with the Wako L-Type TG M kit, the Wako Cholesterol E kit; and the Wako HR series NEFA-HR(2) kit. Tissue lipids were extracted with Bligh-Dyer lipid extraction (Bligh and Dyer, 1959) and measured with the same enzymatic kits. Plasma fast protein liquid chromatography (FPLC) lipoprotein profiles were performed in the Lipoprotein Analysis Laboratory of Wake Forest University School of Medicine. Tissue histology was performed in the UCLA Translational Pathology Core Laboratory. Animal experiments were conducted in accordance with the UCLA Animal Research Committee.

### Lipid analyses

Liver tissue and plasma were snap frozen at the temperature of liquid nitrogen. Liver was homogenized on ice in phosphate buffered saline. Plasma or liver homogenates were subsequently subjected to a modified Bligh-Dyer lipid extraction (Bligh and Dyer, 1959) in the presence of lipid class internal standards including eicosanoic acid, 1-0-heptadecanoyl-sn-glycero-3-phosphocholine, 1,2-dieicosanoyl-sn-glycero-3-phosphocholine, cholesteryl heptadecanoate, and 1,2-ditetradecanoyl-sn-glycero-3-phosphoethanolamine (Demarco et al., 2013). Lipid extracts were diluted in methanol/chloroform (4/1, vol/vol) and molecular species were quantified using electrospray ionization mass spectrometry on a triple quadrupole instrument (Themo Fisher Quantum Ultra) employing shotgun lipidomics methodologies (Han and Gross, 2005). Lysophosphatidylcholine molecular species were quantified as sodiated adducts in the positive ion mode using neutral loss scanning for 59.1 amu (collision energy = −28 eV). PC molecular species were quantified as chlorinated adducts in the negative ion mode using neutral loss scanning for 50 amu (collision energy = 24 eV). Phosphatidylethanolamine molecular species were first converted to fMOC derivatives and then quantified in the negative ion mode using neutral loss scanning for 222.2 amu (collision energy = 30 eV). Cholesteryl ester molecular species were quantified as sodiated adducts in the positive ion mode using neutral loss scanning of 368.5 amu as previously described (Bligh and Dyer, 1959; Bowden et al., 2011). Individual molecular species were quantified by comparing the ion intensities of the individual molecular species to that of the lipid class internal standard with additional corrections for type I and type II ^13^C isotope effects (Han and Gross, 2005). Triacylglycerol fatty acid composition was determined as follows. Samples were subjected to Bligh-Dyer extraction in the presence of the internal standard, triheptadecenoin, followed by thin layer chromatographic purification of triacylglycerol using silica gel G plates with petroleum ether/ethyl ether/acetic acid; 80/20/1 as mobile phase. Purified triacylglycerol was then subjected to fatty acid methanolysis, and fatty acid methyl esters were then determined using gas chromatography with flame ionization detection as previously described (Ford and Gross, 1988, 1989).

### Membrane dynamics

Membrane dynamics was analyzed as described (Golfetto et al., 2013). Briefly, primary hepatocytes from *Lpcat3*^*fl/fl*^ and *Lpcat3*^*fl/fl*^; *Albumin-Cre* mice were isolated as described (Rong et al., 2013). Cells were incubated with 1.8 mM Laurdan (6-dodecanoyl-2-dimethylaminonaphthalene; Invitrogen) at 37°C for 30 min. Cells were rinsed with phosphate-buffered saline (PBS), and fresh culture medium was added. Spectral data were acquired with a Zeiss LSM710 META laser scanning microscope coupled to a 2-photon Ti:Sapphire laser (Mai Tai, Spectra Physics, Newport Beach, CA) producing 80-fs pulses at a repetition of 80 MHz with two different filters: 460/80 nm for the blue channel and 540/50 nm for the green channel. Spectral data were processed by the SimFCS software (Laboratory for Fluorescence Dynamics). The GP value was calculated for each pixel using the two Laurdan intensity images (460/80 nm and 540/50 nm). The GP value of each pixel was used to generate the pseudocolored GP image. GP distributions were obtained from the histograms of the GP images.

### Organelle isolation

The Golgi fraction was isolated as described (Vance and Vance, 1988). Briefly, fresh liver tissue was homogenized with a motor driven Potter-Elvehjem homogenizer in homogenization buffer (37.5 mM TRIS-maleate, pH 7.4; 0.5 M sucrose; 1% dextran; and 5 mM MgCl_2_). After an initial centrifugation at 5000×*g* for 15 min, most of the supernatant was removed and the yellow-brown portion (approximately the upper one-third) of the pellet was suspended in homogenization buffer, layered over 2.7 ml of 1.2 M sucrose and spin for 30 min at 100,000×*g* in a swinging bucket rotor (SW50.1). The Golgi fraction was collected at the buffer/1.2 M sucrose interface. The Golgi was suspended in distilled water and pelleted by centrifugation at 5500×*g* for 20 min. Aliquots of the Golgi fraction were used to measure TG and protein concentration. Golgi apoB was analyzed as described (Gusarova et al., 2003; Li et al., 2012). Briefly, the luminal contents were released from Golgi fraction by treatment with 0.1 M sodium carbonate (pH 11) and deoxycholic acid (0.025%) for 30 min at room temperature. Bovine serum albumin (BSA) was added to a final concentration of 5 mg/ml, followed by centrifugation (50,000 rpm in a Beckman SW60 rotor for 1 hr at 4°C) to remove membranes. The luminal contents (supernatant) were adjusted to pH 7.4 with acetic acid, adjusted to a sucrose concentration of 12.5% (wt/vol), and placed on the top of a step gradient consisting of 1.9 ml of 49% sucrose and 1.9 ml of 20% sucrose. Next, 2.8 ml of PBS was layered on the top of the supernatants. All solutions contained protease inhibitors. After centrifugation at 35,000 rpm for 65 hr at 10°C in a Beckman SW41 rotor, 12 fractions with densities ranging from 1.0 to 1.125 g/ml were collected from the top of the tube. ApoB protein from each fraction was analyzed by western blotting.

### Electron microscopy

For VLDL isolation, 400 μl plasma from fasted mice was put into the bottom of a 1-ml thick-walled polycarbonate tube, overlaid with 600 μl of 1.006 g/ml KBr solution, and centrifuged at 100,000 rpm at 16°C for 2 hr in a TLA 120.2 rotor. 300 μl from the top of the tube was collected as the VLDL fraction. For EM, 5 μl of the VLDL preparation was applied to carbon-coated copper grids and stained with 2.0% uranyl acetate for 15 min. Grids were visualized with a JEOL 100CX transmission electron microscope.

For EM of liver samples, animals were perfused through the left ventricle of the heart with a fixative of 1.5% glutaraldehyde, 4% polyvinylpyrrolidone, and 0.05% calcium chloride in 0.1 M sodium cacodylate buffer pH 7.4, after an initial flush with 0.1 M sodium cacodylate buffer, pH 7.4. The imidazole-buffered osmium tetroxide procedure described by Angermuller and Fahimi (Angermuller and Fahimi, 1982) was used to stain for lipids. Tissue was en block stained in aqueous uranyl acetate, dehydrated, infiltrated and embedded in LX-112 resin (Ladd Research Industries, Burlington, VT). Samples were ultrathin sectioned on the Reichert Ultracut S ultramicrotome and counter stained with 0.8% lead citrate. Grids were examined on a JEOL JEM-1230 electron microscope (JEOL USA, Inc., Peabody, MA) and photographed using the Gatan Ultrascan 1000 digital camera (Gatan Inc., Warrendale, PA).

How the deposited data were processed for this re-analysis (not part of the article)

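Gene expression was measured in liver RNA pooled from 5 male mice per genotype after 9 weeks of western diet (40% fat and 0.2% cholesterol in the paper), on 1 Affymetrix array for Lpcat3fl/fl control mice and 1 for L-Lpcat3 KO mice. The chow arrays of the paper were not analysed here. The authors processed the arrays with MAS5, named in the submitters' processing notes without a version, and analysed them with GenespringGX according to the methods; the deposited values are signal intensity on a linear scale. The trimmed mean, leaving out 2% of probe sets at each end, was 500 on both arrays, which is the global scaling MAS5 applies. Detection calls were not used here. Global scaling assumes that most transcripts are equal between arrays, and intensities near background carry most of the noise. The 18 probe sets of the hybridization controls had a median log2 ratio of -0.13.

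Probe sets were named through the platform annotation, with symbols updated through the gene identifier to the RefSeq table of GRCm38.p6, used for names only. Of 45101 probe sets, 34958 had 1 gene symbol, 932 had several and were left out, and 9211 were unnamed here; 64 control probe sets were excluded from genes. Of the 18194 genes, 18032 had an identifier in the RefSeq table. Of the names in the paper's panels, 4 were not matched to a probe set with 1 gene symbol and were not analysed here.

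A floor was set at the median of all values (86.6), lower values were raised to it, and the log2 ratio of L-Lpcat3 KO over control was taken for the probe set of highest mean log2 signal. Genes were counted at 2-fold. With 1 pool per genotype no test between genotypes was made and no p-value is given. A total of 41 gene lists were fixed before the values were examined here. Several hold genes of Fig. 7B and 7C, which show these arrays, so their choice may not be independent of those panels. The standard error of a list median came from 2000 bootstrap draws of its members. Genes named in the text are those the paper names for western diet liver, the Lpcat family and chow genes named in its text, the 15 largest rises and the 15 largest falls of at least 2-fold whose measured probe sets all moved the same way, and for each list up to 4 members of largest ratio with the member of highest signal; other list members that the text names, the Y-linked genes and the genes of growth hormone signalling were chosen after their values were seen.

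The counting and the list step were tested on simulated data, in which an L-Lpcat3 KO array was drawn from the control array with noise of the spread between probe sets and 200 well-expressed genes were changed. At 3-fold, 49 of 50 raised and 48 of 50 lowered genes were called; at 1.5-fold, 6 of 50 and 3 of 50 were. Of 11677 unchanged genes 6 were called. The simulated noise had the same spread at every signal, so this count may be too low for genes near the floor. Of 200 unshifted lists of 15 genes 3 lay beyond percentile 1 or 99, and all 50 lists shifted by a log2 ratio of 0.5 lay above 99. The simulated lists were not made of genes that vary together, so they do not test that case. The simulation holds no spread between mice and no array noise shared by the probe sets of a gene.

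The alternatives were median centring, quantile normalization, loess, a floor at the 25th or 75th percentile, no floor, values below the floor kept, a pseudocount, the mean of probe sets, leaving out probe sets that can match several transcripts, thresholds of 1.5-fold and 3-fold, random lists not matched on signal, and list members above the floor on both arrays. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used.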

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

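The results in this part are gene lists with no member in the western diet panels of the paper whose median lay at or beyond percentile 99.9 or 0.1 of random lists; the macrophage, MHC class II and B cell lists weighed further on do hold panel genes. All tests of explanations here were chosen after the values were seen. Markers of lipid-associated and infiltrating macrophages had a median log2 ratio of 1.07. Of 9 genes 6 were at least 2-fold higher (Mmp12, Gpnmb, Lgals3, Itgax, Cd9 and Ccr2), and 4 had 1 side below the floor. With a floor at the 75th percentile the median was 0.63 over 5 genes, and with values below the floor kept it was 1.68. Stellate cell and extracellular matrix genes had a median of 0.86, and 7 of 15 rose, among them Tagln (1.83), Acta2 (1.70), Timp1 (1.45) and Col3a1 (1.07). Cell cycle genes had a median of 0.82, and 3 of 12 rose, Mcm5 (1.73), Mcm6 (1.50) and Top2a (1.03). Liver endothelial markers had a median of 0.40, and Lyve1, Pecam1 and Vwf rose among 13 genes. Circadian clock genes had a median of -0.29, but 1 of 15 rose (Nr1d1, 1.27) and none fell by 2-fold. The control signal of Nr1d1 was 95.4, near the floor. With the mean of probe sets the median of the circadian list was -0.13. Bile acid synthesis and transport genes had a median of -0.28, and 4 of 18 fell: Cyp7b1 (-1.34), Slco1a1 (-1.28), Cyp7a1 (-1.24), the rate-limiting enzyme of the classical pathway, and Akr1d1 (-1.11). Male-biased liver genes had the lowest median, -0.78.

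Among the 11 male-biased genes 5 fell at least 2-fold: Moxd1, Hsd3b5, Cyp7b1, Slco1a1 and Susd4 (-1.27); Cyp7b1 and Slco1a1 are also in the bile acid list. RNA of female mice in the L-Lpcat3 KO pool would lower Y-linked genes alike, and the median log2 ratio of Eif2s3y, Kdm5d and Uty was 0.002. A lower share of hepatocyte RNA would lower hepatocyte markers by as much, and their median was higher by 0.603 than that of the male-biased genes. If all 5 mice contributed alike, loss of expression in a single L-Lpcat3 KO mouse would leave at least 80% of the control signal. Hsd3b5 kept 9.01% and Moxd1 4.51%. These are the 2 largest falls of the list, but Cyp7b1 kept 39.4%, Slco1a1 41.3%, Susd4 41.5% and Ugt2b38, the median gene, 58.4%. Of the 11 genes, these 6 fell by at least 1.5-fold and the other 5 did not. With equal shares, the values argue against loss in a single L-Lpcat3 KO mouse for these 6 genes. They do not decide it for the other 5, and the share of each mouse was not measured. A control mouse of very high expression remains open in these pools, and so does a biological difference between the genotypes, for which altered growth hormone signalling may be a hypothesis; of the genes looked at for it, Socs2 was at 0.50, Cish at 0.30, Igf1 at -0.22, Ghr at -0.37, Stat5b at -0.62 and Bcl6 at -1.61, and these values do not decide it.

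The rise of macrophage, MHC class II and B cell genes may reflect more of these cells, a change within them, or the makeup of the pools. A lower share of hepatocyte RNA would raise all other cell types alike. The macrophage median exceeded the endothelial median by 0.737 with all genes and by 0.389 without those of Fig. 7B, 7C and 7F, more than the summed standard errors of 0.305 and 0.248, which argues against it as the whole cause of the macrophage rise. A part stays open, since 15 of 16 hepatocyte markers were below 0 and stellate cell and matrix genes had a median of 0.86. The macrophage median was above that value with all genes (1.14) but not without panel genes (0.79). A comparison with stellate cell genes was tried and dropped after the values were seen, so the argument rests on the endothelial markers alone. For MHC class II genes the gap was 0.509 with all genes and 0.034 without panel genes, with summed standard errors of 0.509 and 0.671, and it stays open. For B cell genes the gaps of 1.21 and 0.707 exceeded the summed standard errors of 0.665 and 0.698, the latter narrowly, but 6 of the 9 genes had 1 side below the floor, all 6 of them among the 7 outside the panels, so it was left open there too. Lymphoid tissue carried over with the liver stays open for the B cell genes: T cell and NK cell markers had a median of 0.41, from 7 genes of which 5 had 1 side below the floor. A single inflamed mouse could also raise a pooled signal, and the arrays alone cannot tell it from a rise in all 5 mice. The paper's real-time PCR of individual mice shows Cd68 and Ccl6 higher, with a significant test (Fig. 7F), which speaks against a single mouse for these genes.

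Cidea, Cidec and Fabp4 rose together with Adipoq (at least 3.63-fold, from a signal below the floor) and Retn (at least 2.52-fold), which may be adipose tissue carried over with the liver or lipid loading of the liver itself. Of 4 other adipose markers 2 were measured on both arrays, Lipe (0.44) and Car3 (-0.41), and 0 of these were at least 1.5-fold higher; both are also expressed in liver. Lep was below the floor on both arrays and Aqp7 rose from below it, which gives only a lower bound, so the adipose explanation cannot be told apart from the hepatic one here.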

How the results depend on the processing

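No paired analysis was possible because each genotype is a single pool. The number of called genes depended on the floor and the threshold. Against 332 higher and 86 lower genes, the counts were 1132 and 479 with a floor at the 25th percentile, 88 and 25 at the 75th, 2231 and 1183 with no floor, 654 and 242 with values below the floor kept, 1115 and 471 at 1.5-fold and 55 and 11 at 3-fold; with a pseudocount 147 genes were lower. A higher floor shrinks ratios of genes with low signal by construction. Under quantile normalization 282 of the 332 higher genes and 84 of the 86 lower genes were called again, and the share of higher genes was 79.4% in the main setting and 73.6% here.

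Of 408 list medians under alternatives 363 moved by less than their standard error, and no called list changed sign. Without probe sets that can match several transcripts the medians were 0.33 for cholesterol synthesis, -0.27 for LXR targets, -0.0281 for lysophospholipid acyltransferases and phospholipases, -0.12 for phosphatidylcholine and phosphatidylethanolamine synthesis, 0.44 for MHC class II, 0.28 for cholangiocyte markers, -1.27 for male-biased genes, -0.70 for exocrine pancreas and 0.32 for erythroid genes. Under quantile normalization they were 0.077 for VLDL assembly, 0.0002 for phosphatidylcholine and phosphatidylethanolamine synthesis, -0.0427 for hepatocyte markers, 0.0217 for oxidative phosphorylation, -0.73 for exocrine pancreas and 0.0914 for housekeeping genes; under loess, 0.0417 for VLDL assembly, 0.28 for T cell and NK cell markers, -0.073 for hepatocyte markers, 0.0169 for oxidative phosphorylation, -0.72 for exocrine pancreas and 0.0855 for housekeeping genes. With the mean of probe sets they were 0.19 for lysophospholipid acyltransferases and phospholipases, 0.96 for Kupffer cell and macrophage markers, -0.13 for circadian genes and -0.0947 for oxidative phosphorylation.

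With a floor at the 25th percentile the medians were -0.16 for eicosanoid metabolism, 1.68 for lipid-associated macrophages, 0.95 for T cell and NK cell markers and 1.76 for adipose markers. At the 75th they were -0.16 for eicosanoid metabolism, 0.63 for lipid-associated macrophages, 1.27 for MHC class II, 0.57 for stellate cell and matrix genes, 0.35 for cholangiocyte markers and -0.73 for exocrine pancreas, and T cell and neutrophil lists had no measured gene. With no floor they were -0.16 for eicosanoid metabolism, 1.68 for lipid-associated macrophages, 2.13 for B cell markers, 0.85 for T cell and NK cell markers and 1.099 for adipose markers; with values below the floor kept, 1.68 for lipid-associated macrophages, 1.04 for T cell and NK cell markers and 1.76 for adipose markers; with a pseudocount, 0.94 for T cell and NK cell markers and 1.44 for adipose markers. The cause was not tested. Percentiles of PPARalpha targets, lipid droplet proteins, polyunsaturated fatty acid genes and NRF2 targets fell below 99 when random lists were not matched on signal. Of 778 values of named genes under alternatives 728 moved by less than the spread between probe sets. Of 55 genes at 2-fold that the paper names or that were among the largest changes, 19 were below 2-fold in at least 1 alternative. With a floor at the 75th percentile these were 16, among them Sqle (0.36), Fgf21 (0.31), Cxcl13 (0.52), Mmp12 (0.36), Gpnmb (0.63), Coro1a (0.65), Jchain (0.83), Fcgr4 (0.93), Tff3 (-0.70) and Clec2h (-0.49), and 6 more of the 55 were no longer measured. With the mean of probe sets Cd36 was at 0.90 and Vcam1 at 0.69. Without probe sets that can match several transcripts Fabp4 was at 0.11 and Cd36 at 0.83, and 8 of the 55 had no measured probe set.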

Differences from the paper's values

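The paper's real-time PCR shows Apoa4 at about 3.0 times control in Fig. 7E, read by eye, against 1.13-fold on the arrays. None of the 10 alternatives set before the data were examined closed the gap; the closest was 1.28-fold, without probe sets that can match several transcripts. The assays differ, real-time PCR on individual mice against 1 array per pool. The other 10 genes of Fig. 7E and 7F lay within 1.5 times of the paper's value; the widest of these gaps was that of Pdk4, about 3.4 in Fig. 7E, read by eye, against 2.42-fold. Apob was about 1.0 in Fig. 7E against 1.30-fold, and Cd68 about 2.1 in Fig. 7F against 2.71-fold, both read by eye.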

Other observations

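Of 14 genes of eicosanoid metabolism 1 rose and 1 fell at 2-fold, and of 16 lysophospholipid acyltransferases and phospholipases 2 rose and 1, Lpcat3, fell. Pla2g4a, the phospholipase that releases arachidonate from phospholipids, rose by a log2 ratio of 1.28 and Alox5ap, the partner protein of 5-lipoxygenase, by 1.51, while the epoxygenase gene Cyp2c23 fell by 1.02. Lpcat2 was at least 2.31-fold higher, from a signal below the floor, with Lpcat1 at 0.30 (its other 2 probe sets at -0.08 and at least 0.81) and Lpcat4 below the floor on both arrays. Pla2g4a and Alox5ap had control signals of 90.3 and 148, beside a floor of 86.6, and macrophage markers rose on the same array (median 1.14). The lists of lysophospholipid acyltransferases and phospholipases (median 0.08), eicosanoid metabolism (-0.09) and phosphatidylcholine and phosphatidylethanolamine synthesis (-0.06) lay between percentiles 17.1 and 82.4 of random lists. PPARalpha targets had a median of 0.12 with Pdk4, Fgf21 and Cd36 at least 2-fold higher among 25 genes, all 3 of them genes of Fig. 7B. None of the other 22 reached 2-fold, and their median was 0.09. NRF2 targets had a median of 0.21, and Gstm3 (1.40) and Hmox1 (1.02) rose among 12 genes.

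Acute phase genes had a median near 0 (-0.0045), with rises of Lcn2 (1.37) and Orm2 (1.11). Interferon-stimulated genes had a median of 0.15 (percentile 94.4) and 1 of 14 rose, Ifit2 (1.26). The p53 targets had a median of -0.0021 with a rise of Cdkn1a (1.17), and glucose metabolism genes a median of -0.08 with a rise of Igfbp1 (1.11). CAR and PXR targets had a median of -0.10, oxidative phosphorylation -0.04, housekeeping genes 0.01 and cholangiocyte markers 0.10. The medians were 0.44 for adipose markers, -0.33 for exocrine pancreas markers and -0.28 for erythroid genes. The adipose median is set by the floor, since 3 of its 5 genes had 1 side below it. It was 1.76 with values below the floor kept, and -0.06 over 2 genes with a floor at the 75th percentile. Female-biased liver genes had a median of 0.05 and went both ways, with Cyp17a1 at 1.66, Abcd2 at 1.06 and Cyp2b9 at -1.09.

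Among genes that the paper's text names for chow-fed L-Lpcat3 KO liver, Fabp2 was at 0.10 and Txnip at 0.56 here on the western diet. The chow values were not analysed here.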
